# *Nono* deficiency impedes the proliferation and adhesion of H9c2 cardiomyocytes through Pi3k/Akt signaling pathway

**DOI:** 10.1038/s41598-023-32572-x

**Published:** 2023-05-02

**Authors:** Yu-Qing Lei, Zhou-Jie Ye, Ya-Lan Wei, Li-Ping Zhu, Xu-Dong Zhuang, Xin-Rui Wang, Hua Cao

**Keywords:** Cell biology, Genetics, Congenital heart defects

## Abstract

Congenital heart disease (CHD) is the most common type of birth defect and the main noninfectious cause of death during the neonatal stage. The non-POU domain containing, octamer-binding gene, *NONO*, performs a variety of roles involved in DNA repair, RNA synthesis, transcriptional and post-transcriptional regulation. Currently, hemizygous loss-of-function mutation of *NONO* have been described as the genetic origin of CHD. However, essential effects of *NONO* during cardiac development have not been fully elucidated. In this study, we aim to understand role of *Nono* in cardiomyocytes during development by utilizing the CRISPR/Cas9 gene editing system to deplete *Nono* in the rat cardiomyocytes H9c2. Functional comparison of H9c2 control and knockout cells showed that *Nono* deficiency suppressed cell proliferation and adhesion. Furthermore, *Nono* depletion significantly affected the mitochondrial oxidative phosphorylation (OXPHOS) and glycolysis, resulting in H9c2 overall metabolic deficits. Mechanistically we demonstrated that the *Nono* knockout impeded the cardiomyocyte function by attenuating phosphatidyl inositol 3 kinase-serine/threonine kinase (Pi3k/Akt) signaling via the assay for transposase-accessible chromatin using sequencing in combination with RNA sequencing. From these results we propose a novel molecular mechanism of *Nono* to influence cardiomyocytes differentiation and proliferation during the development of embryonic heart. We conclude that *NONO* may represent an emerging possible biomarkers and targets for the diagnosis and treatment of human cardiac development defects.

## Introduction

Congenital heart disease (CHD), a congenital malformation provoked by fetal cardiac and adjacent large vascular dysplasia, is the leading non-infectious reason of mortality in newborns. At present, it has been a top ranked birth defect, and the worldwide prevalence has increased to 9.410‰^1,2^. Cardiac development is a temporally and spatially restricted process, including differentiation, proliferation, migration and apoptosis of mesoderm-derived cardiac stem progenitor cells^3^. Any imbalance in the complex and precise procedure will induce congenital heart defects^4^. Although the etiology of CHD has both genetic and environmental contributions^5^, the epidemiology of CHD points to genetics contributing to the majority of CHD^6^. Recently, with the development of next-generation sequencing technology, many genes have been identified to be reproducibly associated with CHD^6–8^. It is therefore pivotal to identify the genes that function to regulate the cardiac developmental process.

The non-POU domain containing octamer-binding gene (*NONO*) is located on the X-chromosome and its encoded protein belongs to the Drosophila behavior/human splicing (DBHS) family^9^. The structure of NONO protein determines its molecular scaffold function. As a multifunctional nuclear protein, NONO performs a variety of tasks involved in RNA synthesis, transcriptional activity, post-transcriptional regulation and DNA repair^10^. Emerging clinical evidences^11–17^ showed that the loss-of-function variants of *NONO* could lead to left ventricular non-compaction (LVNC) and CHD, such as atrial septal defect (ASD), ventricular septal defect (VSD), Patent ductus arteriosus (PDA), pulmonary stenosis/pulmonary atresia (PS/PA), Ebstein's anomaly and Hypoplastic left heart syndrome in males. These suggested that *NONO* deficiency may influence cardiac development and lead to impaired cardiac structure and function. Recently, Xu et al. found that myocardial fibroblast hyperplasia and excessive collagen secretion may be the cause of cardiac defects in *Nono* KO mice^18^. However, the effects of *NONO* on cardiac development have not been fully elucidated. Cellular landscape of the human heart shows cardiomyocytes make up the largest proportion of the heart^19^. Anomalies in cardiomyocyte proliferation and disruption of myocardial wall morphogenesis can drive various forms of CHD and non-compacting cardiomyopathy^20,21^.

In this study, we explore the effect of *Nono* deficiency on Rat H9c2 embryonic cardiomyocytes cultured in vitro by comparing wild type (WT) cardiomyocytes and Nono gene knockout (Nono-KO) cardiomyocytes. We investigated the differences in growth, proliferation, adhesion, and energy metabolism of the two types of cells and further explored the mechanism by the assay for transposase-accessible chromatin using sequencing (ATAC-seq) coupled with the RNA sequencing (RNA-seq). Our research may initially provide a new direction for expanding and improving prenatal CHD diagnosis and treatment strategies.

## Results

### *Nono* knockout experiments in cultured rat cardiomyocytes H9c2 by CRISPR-Cas9

We generated Nono-KO cell line with a homozygous knockout of *Nono* by targeting exon 6 of rat Nono gene with the CRISPR/Cas9 gene editing system (Fig. 1A,B). To validate successful *Nono* knockout, we performed target site sanger sequencing and western blotting analysis (Fig. 1C,D). Compared with WT, two bases (C and T) were deleted at 683 and 684 of Nono gene in coding-region sequences (Fig. 1C), which resulted in missense mutation (threonine mutation to serine) at 228 and nonsense mutation at 236 of Nono protein (Fig. 1D), and ultimately caused early termination of Nono protein translation (Fig. 1E). These results indicate that we have successfully constructed a stable Nono-KO H9c2 cell line.

**Figure 1:**
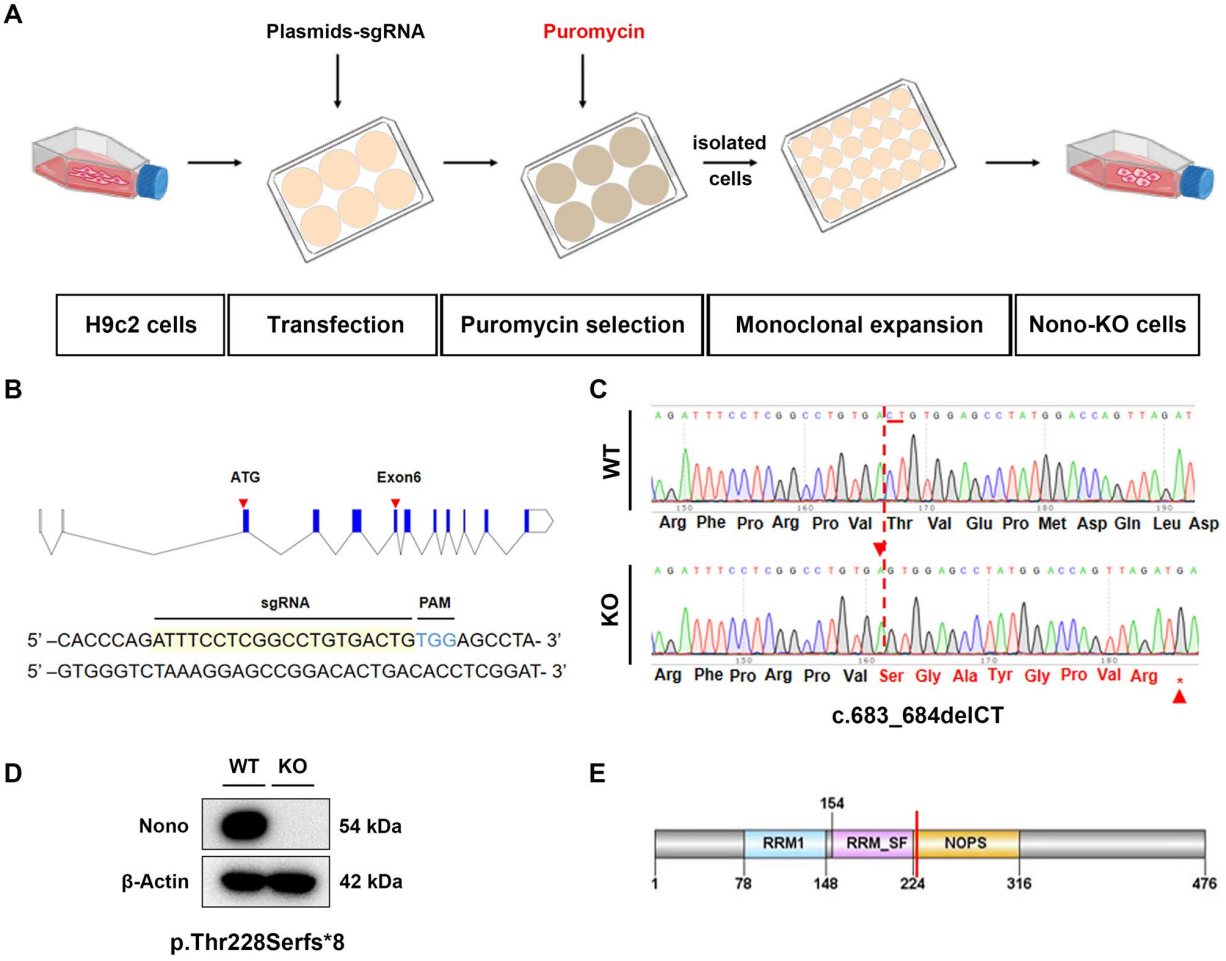
Construction and identification of *Nono* knockout H9c2 Cell Line. (**A**) Schematic diagram of Nono-KO cell line construction by CRISPR/Cas9 gene editing system. (**B**) A sgRNA sequence located at exon 6 was designed for rat Nono gene to delete nucleotides in the target sequence. (**C**) Alignment of DNA sequencing traces of Nono-KO to WT H9c2 cells. The red dotted line indicates nucleotide deletions in Nono-KO cell lines. The red arrows indicate the deleted sites. (**D**) Western blotting analyses of selected WT and Nono-KO H9c2 cell clones with Nono and β-actin (loading control) antibodies. (**E**) Pattern of Nono protein. The red line indicates the translation termination site. **sgRNA**, single guide RNA. **PAM**, protospacer adjacent motif. **c.683_684delCT**, Deletion of bases C and T at 683 to 684 of rat Nono gene encoding region. **p.** Thr228Serfs*8, The missense mutation of threonine at 228 of Nono protein to serine leads to the termination of protein translation. The original bands of Western blotting from Fig. 1D were shown in the Supplementary Fig. 3.

### *Nono* deficiency inhibits cell adhesion, cell proliferation and cell cycle progression in H9c2 cell

To explore the adhesion rate of H9c2 cardiomyocytes after Nono gene knockout, we investigated the cellular adhesion rate of WT and KO H9c2 cells. The result shown that *Nono* deficiency inhibits cell adhesion (Fig. 2A). The mRNA expressions of cell adhesion factor integrin family genes are down-regulated (Fig. 2B). Which indicated that the connection between cardiomyocytes and their external environment is impaired.

**Figure 2:**
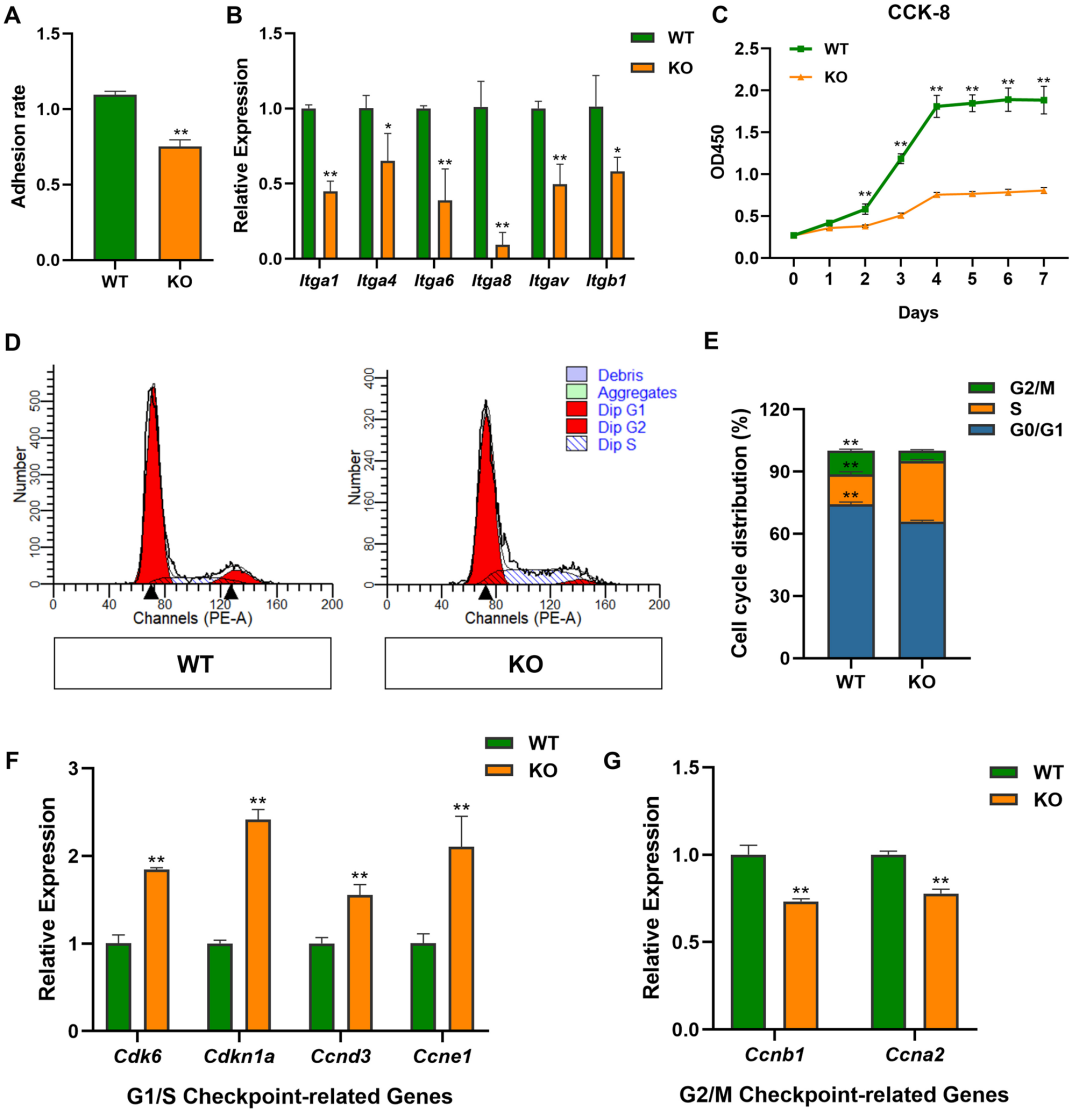
The effects of *Nono* on H9c2 cell proliferation, adhesion and cell cycle progression. (**A**) Rate of adhesion between WT cells and Nono-KO H9c2 cells. (**B**) Expression of cell adhesion-related Itg-family genes detected by qPCR (relative to GAPDH). (**C**) CCK-8 assay showing that *Nono* knockout inhibits H9c2 cardiomyocytes viability, and proliferation of *Nono* deficient cardiomyocytes decreased significantly. (**D**) Flow cytometry analysis of DNA content shows G0/G1, S and G2/M phase distribution of H9c2 WT and KO cells. *Nono* knockout causes S-phase arrest. (**E**) Histogram of the percentages of G0/G1, S and G2/M cells. (**F**) Expression of G1/S checkpoint-related genes detected by qPCR (relative to GAPDH). (**G**) Expression of G2/M checkpoint-related genes detected by qPCR (relative to GAPDH). In all panels, the data are representative of three independent experiments. The data are presented as the mean ± SD. Statistical significance is shown as *, *P* < 0.05; **, *P* < 0.01 vs. control.

To investigate whether *Nono* plays a pivotal role in the development of H9c2 cardiomyocytes, we used CCK-8 to detect cell proliferation in WT and Nono-KO H9c2 cells. After 48-h incubation, KO group significantly decreased the growth rates compared with WT group in H9c2 cells (Fig. 2C). Meanwhile, flow cytometry analysis showed that *Nono* knockout was associated with the G0/G1 population decreasing by 9.73% compared to the control cells (Nono-KO cells, 65.71% vs WT cells, 75.44%) and G2/M population declining by 6.76% (Nono-KO cells, 4.32% vs WT cells, 11.08%). However, *Nono* depletion led to increased fraction of S-phase cells (Nono-KO cells, 29.97% vs WT, 13.48%) (Fig. 2D,E). Subsequently, we quantified the mRNA expression of G1/S and G2/M transition associated genes in two groups. qPCR results showed that the expression of checkpoint-related genes in G1/S phase (Cdk6, Cdkn1a, Ccnd3 and Ccne1) was significantly up-regulated (Fig. 2F), while the expression of checkpoint-related genes in G2/M phase (Ccnb1 and Ccna2) was significantly down-regulated (Fig. 2G). Collectively, these results suggest that *Nono* deficiency inhibits cell proliferation and arrests cells in the S phase.

### *Nono* deletion inhibits energetic metabolism by suppressing mitochondrial OXPHOS and glycolysis in H9c2 cardiomyocytes

The energy synthesis of cardiomyocytes can maintain the stability of the metabolism of basic substances in the heart, further maintain the function of the heart and meet the metabolic needs of various organs of the body. The deletion of *Nono* can decrease total cellular ATP content by influence both OXPHOS and glycolysis (Fig. 3A).

**Figure 3:**
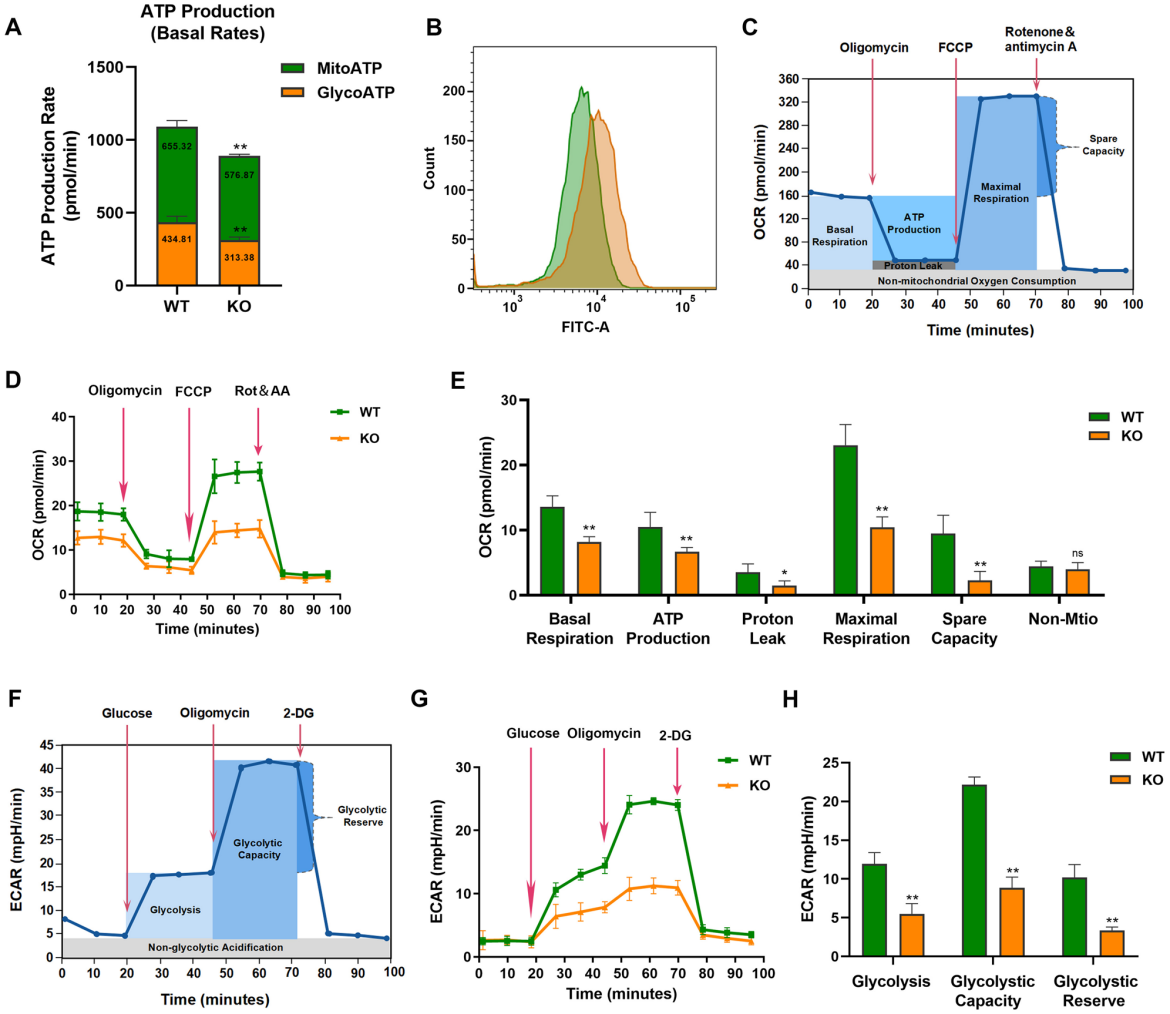
Nono-KO inhibits mitochondrial function and glycolytic capacity in H9c2 cells. (**A**) The ATP production rate in WT and Nono-KO cells was measured using the real-time ATP Rate Assay. Both mitochondrial and glycolytic ATP production were determined from three independent experiments. (**B**) Identification of cellular reactive oxygen species (ROS) between WT and KO group using DCFH-DA staining and flow cytometry. (**C**) Cell mitochondrial stress test profile plot. (**D**) Mitochondrial respiration in WT and Nono-KO cells was monitored using the Mitochondrial Stress Test. Trace shows representative data from one of three experiments. (**E**) Quantification of the mitochondrial respiration data for basal respiration, ATP production, proton leak, maximal respiration, spare respiratory capacity and non-mitochondrial oxygen consumption, which obtained from three independent experiments. (**F**) Cell glycolytic stress test profile plot. (**G**) The glycolysis process in WT and Nono-KO cells was monitored using the Glycolysis Stress Test. Trace shows representative data from one of three experiments. (**H**) Quantification of the glycolytic stress data for glycolysis, glycolytic capacity and glycolytic reserve from three independent experiments. The data are presented as the mean ± SD. Statistical significance is shown as ns, no significance; *, *P* < 0.05; **, *P* < 0.01 vs. control. **MitoATP**, ATP produced by mitochondria. **GlycoATP**, ATP produced by glycolysis.

To explore the effect of *Nono* on oxidative stress production in H9c2 cardiomyocytes, the ROS production between WT and Nono-KO cells was measured. For those *Nono*-silencing cells, the ROS production were increased compared with WT one (Fig. 3B). Subsequently, we further researched the role of *Nono* in mitochondrial oxidative respiration and glycolysis of rat H9c2 cardiomyocytes. The value of OCR and ECAR in two groups were measured by Seahorse XFp analyzer. Four drugs affecting mitochondrial function were injected during the mitochondrial stress test. Each data point represents the average of three measurements at each time point (Fig. 3C). The results indicated that compared with WT group, mitochondrial OXPHOS in Nono-KO group was reduced by OCR measurement (Fig. 3D). Meanwhile, we observed that *Nono* deficiency could significantly reduce the basal respiration (*P* < 0.01), ATP production (*P* < 0.01), proton leak (*P* < 0.05), maximal respiration (*P* < 0.01) and spare capacity respiration (*P* < 0.01) in H9c2 cells compared with WT group. However, there was no significant difference in the non- mitochondrial oxygen consumption between the two groups (Fig. 3E). The proton leak was calculated with OCR values under the coupling and uncoupling states. We found that Nono gene knockout could reduce the proton leak in both coupling and uncoupling states (Supplementary Fig. 1). Proton leak is the result of the opening of mitochondrial permeability transition pore (MPTP) in mitochondrial inner membrane^22^.

The glycolysis of H9c2 cells with knockout of *Nono* was also examined by XFp Seahorse analysis (Fig. 3F). The data showed that deletion of Nono gene down-regulates the glycolysis of H9c2 cells (Fig. 3G). Likewise, the glycolytic capacity (*P* < 0.01) and glycolytic reserve (*P* < 0.01) decreased significantly (Fig. 3H).

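Most nuclear-encoded subunits of the respiratory chain and of ATP synthase had higher RNA-seq counts in the 3 Nono-KO libraries than in the 3 WT libraries. Of 78 such oxidative phosphorylation (OXPHOS) genes tested, 66 rose, 2 fell and 10 did not pass at an adjusted p under 0.05 from edgeR, and 66 rose and 2 fell when adjusted over the list alone. The median log2 fold change of Nono-KO relative to WT was 0.68. Atp5f1b, the catalytic beta subunit of ATP synthase, went from 1430 ± 124 CPM (SD, n = 3) in WT to 2661 ± 171 CPM (SD, n = 3) in Nono-KO cells. Cox6a2, the heart and skeletal muscle isoform of a cytochrome c oxidase subunit, had a log2 fold change of 2.41 (standard error 0.18). The genes that fell, named after their values were seen, were Uqcrh (-0.63) and Uqcrc2 (-0.41), both of complex III. Of 42 genes of glycolysis and gluconeogenesis, 28 rose, 9 fell and 5 did not pass, with the counts 28 and 9 when adjusted over the list alone, and the median was 0.50. The enolases Eno3 (1.69) and Eno2 (1.53) rose, as did Gapdh (0.32), while hexokinase 2 (Hk2) fell by 1.31 on the log2 scale. Some of the members with large rises are not glycolytic enzymes. Adh7, an alcohol dehydrogenase, had 1, 0 and 0 counts in WT and 183, 183 and 202 in Nono-KO, and the aldehyde dehydrogenase Aldh3b1 had a log2 fold change of 2.84. The hexokinases Hk3, at 0 CPM in WT and 0.84 ± 0.24 CPM (SD, n = 3) in Nono-KO, and Hkdc1, at 0.04 and 1.17 CPM, also rose and were named after their values were seen. Of 24 core glycolytic enzymes and glucose and lactate transporters, 14 rose, 8 fell and 2 did not pass, with 14 and 8 when adjusted over the list alone.
Preranked GSEA on the log2 fold change gave a normalized enrichment score (NES), positive towards Nono-KO, of 2.48 for OXPHOS (permutation p = 0.000267) and 2.05 for the wide glycolysis list (permutation p = 0.000251), each with a p of 0.000267 adjusted over both sets. These p-values come from permuting genes and not libraries. Of the 10 splits of the libraries into 3 and 3, the real one included, 6 gave an absolute NES at least as high for OXPHOS and 2 for glycolysis. Each other split puts unequal numbers of WT and Nono-KO libraries in its groups and so keeps part of the genotype difference. The counts of splits therefore cannot decide whether the scores belong to the genotype. The core glycolysis list gave an NES of 1.03 (permutation p = 0.403). Against all other tested genes, with limma's camera and a preset correlation between genes, the adjusted p was 2.26e-12 for OXPHOS, 0.000765 for the wide and 0.129 for the core glycolysis list. These became an adjusted p = 0.384 with an estimated correlation for OXPHOS and 0.411 for the wide list. The mitochondrially encoded subunits were not analysed here.

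**Figure D1:**
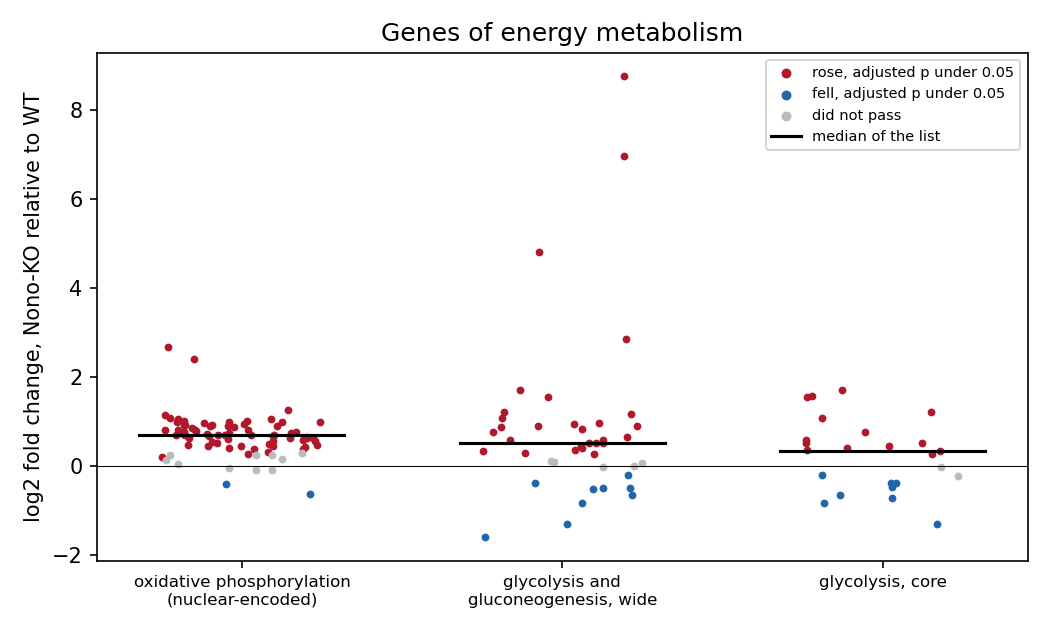
Log2 fold change of Nono-KO relative to WT (vertical axis) for each tested gene of the 3 energy metabolism lists (horizontal axis). Points are genes, coloured by whether they rose, fell or did not pass at an adjusted p under 0.05, and each bar is the median of its list, at 0.68, 0.50 and 0.34.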

Consistently, gene set enrichment analysis (GSEA) showed that knocking out the Nono led to suppressed expression of a glycolysis gene signature and a oxidative phosphorylation gene signature (Supplementary Fig. 2). Analysis of cellular energy metabolism showed that Nono deficiency suppressed OXPHOS and glycolysis, resulting in H9c2 cardiomyocytes overall metabolic deficits.

### The differentially expressed genes (DEGs) between H9c2 WT and Nono-KO cells

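H9c2 is a myoblast line from embryonic rat heart. RNA from WT cells and from the CRISPR-Cas9 Nono-KO line was sequenced as stranded, poly(A)-selected Illumina libraries, with 3 libraries per group. The paper calls them biological replicates, and its scheme of the cell line shows a single expanded knockout clone, so that p-values measure the spread between these libraries and not between clones. The authors' table gives whole-number read counts for 16319 gene symbols. The submitters' processing notes name Trimmomatic, HISAT2 and HTSeq with the rat build mRatBN7.2, whereas the methods name Bowtie2 and the build Rn6 for RNA-seq and ATAC-seq together, and the strand setting of the counting is not given in the sources used here. The total count per library was 18138400 to 19253858 in WT (median 18261167) and 17612958 to 18770188 in Nono-KO (median 18636637). Genes with at least 1 count numbered 13987 to 14151 in WT and 14641 to 14733 in Nono-KO libraries, and the 10 most abundant genes took 8.22% to 9.65% of the counts. The counts were scaled by TMM, genes with low counts were filtered by expression, and Nono-KO was compared with WT by edgeR's quasi-likelihood test. The choices that could change the numbers are this filter, the scaling and the thresholds.
Libraries of one group lay close together. On log2 CPM across genes, the Pearson correlation was 0.985 to 0.993 between WT libraries and 0.993 to 0.995 between Nono-KO libraries, against 0.890 to 0.918 between a WT and a Nono-KO library. These correlations are across genes, which are not independent replicates. The Euclidean distance was 33.9 to 48.5 within WT, 28.7 to 34.2 within Nono-KO and 113.5 to 133 between the groups. The first principal component held 88.7% of the variance and separated the groups. On the second, with 4.96%, WT replicate 1 stood at 29.1 against -15.3 and -11.1 for the other WT libraries, and the Nono-KO libraries lay within -2.20 and 0.43. No pair of libraries in a group differed by as little as sampling noise alone would give, with chi-square per degree of freedom from 2.6 to 24.4, so all 6 were counted.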

The transcriptome between H9c2 WT and Nono-KO cells was compared and analyzed of, and a strong positive correlation was detected between repetitions within each cell types (Fig. 4A). 

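Nono itself had 7329, 5884 and 5519 counts in the WT libraries and 109, 94 and 96 in the Nono-KO libraries. This is 329 ± 31.3 CPM (SD, n = 3) against 5.56 ± 0.71 CPM (SD, n = 3), a log2 fold change of -5.89 (standard error 0.13, adjusted p = 2.47e-10 from edgeR). Of 12028 genes tested, 1294 were DEGs higher and 2252 were DEGs lower in Nono-KO cells, so that 63.5% of the DEGs were lower (edgeR, Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1). Among the genes that rose most were Gsta1, a glutathione S-transferase, with 0.20 ± 0.11 CPM (SD, n = 3) in WT and 20.5 ± 1.78 CPM in Nono-KO (log2 fold change 6.68, standard error 0.26), and Asb2, a muscle-expressed subunit of a ubiquitin ligase, with 0.23 ± 0.08 and 18.2 ± 2.97 CPM (6.27, standard error 0.26). Among those that fell most were Scd, a stearoyl-CoA desaturase, from 77.3 ± 29.1 to 0.37 ± 0.02 CPM (-7.68, standard error 0.43), Tspan18, a tetraspanin, from 89.7 ± 21.8 to 3.23 ± 0.01 CPM (-4.79, standard error 0.19), and the forkhead transcription factor Foxc2, from 118 ± 26.5 to 5.62 ± 0.42 CPM (-4.38, standard error 0.18). Gsta1 had 2, 6 and 3 counts and Asb2 4, 6 and 3 counts in the WT libraries, and Scd had 6, 7 and 7 counts in the Nono-KO libraries, so their fold changes are imprecise. Scd may share reads with its paralog Scd2, which fell by 1.04 on the log2 scale. Among the other DBHS proteins, partners of Nono, Sfpq had a log2 fold change of -0.49 (standard error 0.09) and Pspc1 one of 0.42 (standard error 0.14). At an adjusted p under 0.05 with no limit on the fold change, 4108 genes rose, 4578 fell and 3342 did not pass. In 9033 genes, or 75.1% of those tested, all Nono-KO libraries lay on one side of all WT libraries, where chance gives 10%. For a single gene an exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1. When the test itself asked for a log2 fold change beyond 1 (edgeR's glmTreat), 594 genes were higher and 1025 lower.

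**Figure D2:**
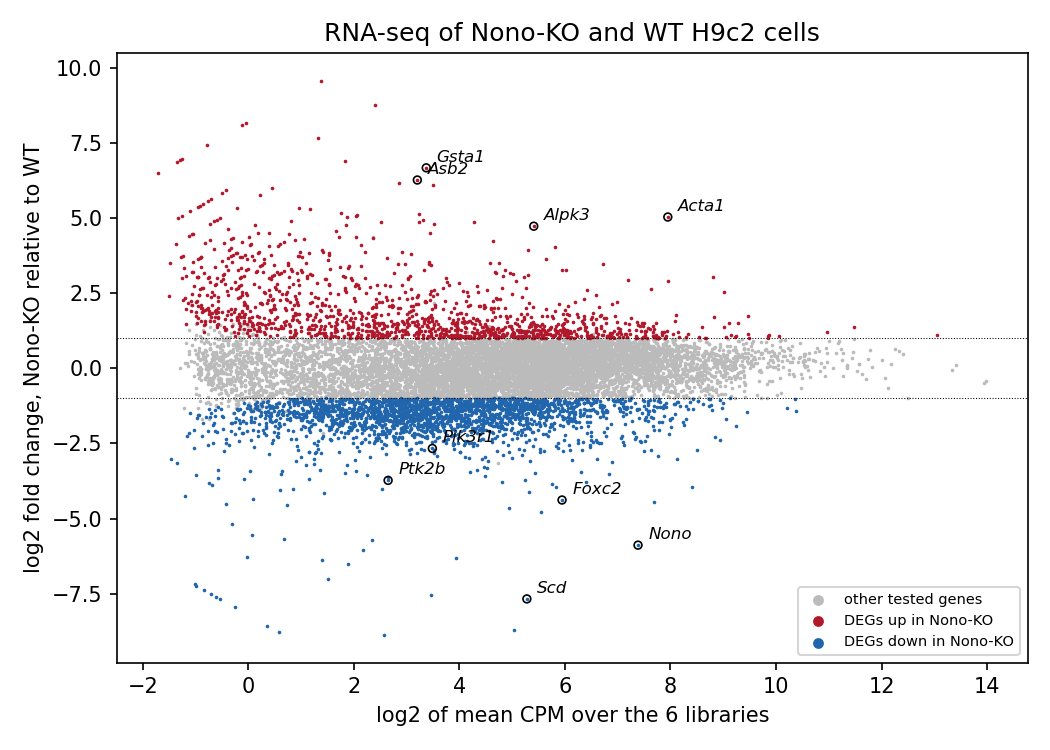
Log2 fold change of Nono-KO relative to WT (vertical axis) against the log2 of the mean CPM over the 6 libraries (horizontal axis), 1 point per tested gene. The 1294 DEGs that were higher and the 2252 that were lower are coloured, the dotted lines mark a log2 fold change of 1 and -1, and circles mark genes named in the text.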

Compared with H9c2 WT cells, 1374 up-regulated DEGs and 2131 down-regulated DEGs were identified in Nono-KO cells (Supplementary Dataset File 1). The heatmap showed significant DEGs (Fig. 4B). The Gene Ontology (GO) analysis revealed that down-regulated DEGs were associated with chromatin modification and histone modification regulation, up-regulated DEGs were associated with muscle system process and muscle contraction (Fig. 4C,D, Supplementary Dataset File 2, 3). Additionally, KEGG analysis demonstrated that the down-regulated DEGs were significantly enriched in the Pi3k-Akt and MAPK signaling pathway, up-regulated DEGs were enriched in the human disease pathway (Fig. 4E,F, Supplementary Dataset File 4, 5).

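Genes for chromatin and histone modifying enzymes were mostly lower in Nono-KO cells, and genes of the sarcomere were mostly higher. Of 195 chromatin and histone modifiers tested, 112 fell, 47 rose and 36 did not pass at an adjusted p under 0.05 from edgeR, the counts being 112 and 47 when adjusted over the list alone, with a median log2 fold change of -0.45. Msl2, a subunit of a histone acetyltransferase complex, fell by 2.35 (standard error 0.18) and Jmjd1c, of the JmjC demethylase family, by 2.27 (standard error 0.27) on the log2 scale. Rcor2, a corepressor subunit, rose by 2.17 (standard error 0.10), and Smyd1, a methyltransferase of striated muscle, by 2.44 (standard error 0.16). Of 81 genes of the sarcomere and of striated muscle contraction, 59 rose, 13 fell and 9 did not pass, with 59 and 13 when adjusted over the list alone, and the median was 1.79. Skeletal muscle actin (Acta1) went from 14.7 ± 7.58 CPM (SD, n = 3) to 480 ± 67.1 CPM (SD, n = 3), and Alpk3, a muscle alpha-kinase, from 3.06 ± 0.54 to 82.0 ± 2.74 CPM. The more abundant tropomyosins Tpm1 and Tpm2 had log2 fold changes of 0.65 and 0.91. Members that fell, chosen after their values were seen, included Klhl41 (-2.12) and Klhl40 (-1.34), which stabilize thin filaments, and the fast myosin heavy chains Myh1 (-1.31) and Myh4 (-1.17), which may share reads with other myosin heavy chains. Markers of smooth muscle moved with this list, as 12 of 16 rose and 2 fell (12 and 2 when adjusted over the list alone; adjusted p = 0.384 with an estimated correlation), among them Lmod1 (3.49) and Tagln (1.22), while Cald1 (-0.52) and Synpo2 (-0.27), named after their values were seen, fell. Of 13 fibroblast markers 4 rose and 6 fell (4 and 6 when adjusted over the list alone), those that rose being Fbln2 (2.32, and 3.30 without WT replicate 1) and, named after their values were seen, Fbln1 (1.01), S100a4 (0.43) and Thy1 (0.33), while Gpc6 (-1.75), Postn (-0.79), Col1a1 (-0.47) and Col1a2 (-0.42) were among those that fell.
All 52 tested genes of the paper's muscle contraction term and all 65 of its muscle system process term rose, out of 55 and 68 listed. The study chose both sets on these libraries, so their direction is not independent evidence. With limma's camera and a preset correlation the adjusted p was 0.00296 for the chromatin modifiers and 2.86e-07 for the sarcomere list. With an estimated correlation the adjusted p = 0.461 and 0.411.

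**Figure D3:**
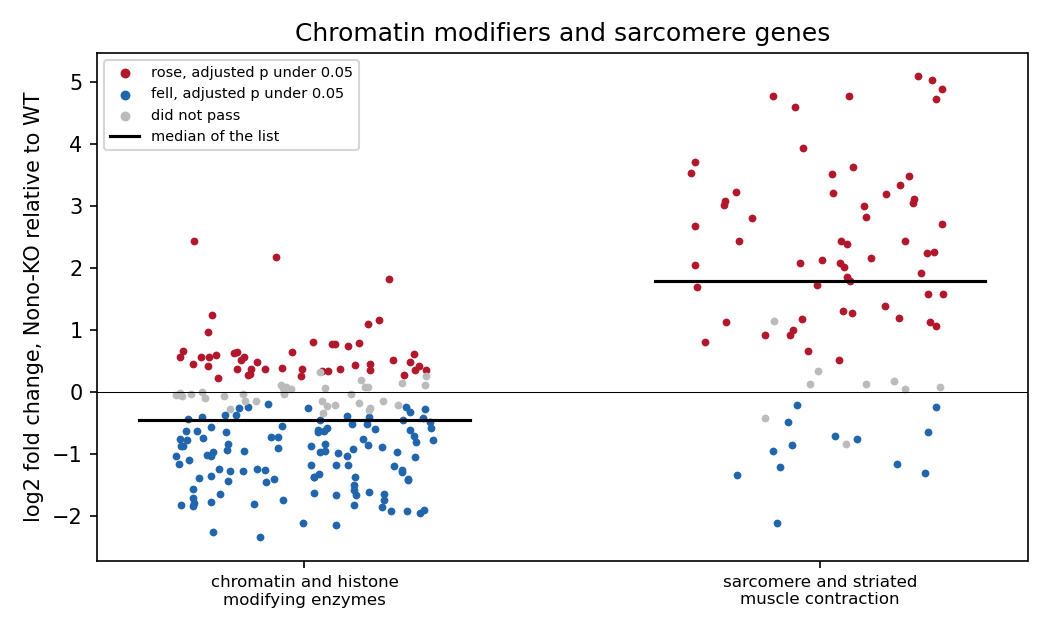
Log2 fold change of Nono-KO relative to WT (vertical axis) for each tested gene of both lists (horizontal axis). Points are genes, coloured by whether they rose, fell or did not pass at an adjusted p under 0.05, and the bars are the medians, -0.45 and 1.79.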

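More genes of Pi3k-Akt and MAPK signaling were lower than higher in Nono-KO cells, with members of each going both ways. Of 58 kinases and direct regulators of the Pi3k-Akt pathway, 33 fell, 16 rose and 9 did not pass at an adjusted p under 0.05 from edgeR, and 34 fell and 16 rose when adjusted over the list alone (median log2 fold change -0.52). Sgk1, a kinase acting in parallel with Akt, went from 58.9 ± 17.9 CPM (SD, n = 3) to 2.32 ± 0.13 CPM (SD, n = 3). Ddit4, an inhibitor of mTOR complex signaling, rose by 2.32 (standard error 0.11) and Akt1, an abundant Akt isoform, by 0.46 (standard error 0.08) on the log2 scale. A wide list with receptors, ligands, integrins and matrix held 224 tested genes, of which 114 fell, 66 rose and 44 did not pass, or 115 and 67 when adjusted over the list alone (median -0.36). Of 188 MAPK genes, 101 fell, 54 rose and 33 did not pass, with 101 and 54 when adjusted over the list alone (median -0.34). Rasa1, a Ras GTPase-activating protein (-3.72), and Dusp5, a phosphatase of ERK (-3.44), fell. Map4k1, an upstream kinase, went from 0.79 ± 0.20 to 22.2 ± 1.25 CPM (SD, n = 3 in each group). Of 61 focal adhesion genes, 36 fell, 13 rose and 12 did not pass, with 36 and 13 when adjusted over the list alone. Caveolin 1 (Cav1) went from 494 ± 62.9 to 61.2 ± 6.94 CPM, while Lims2, of the PINCH family, rose by 4.26 (standard error 0.24).
The paper's own KEGG sets move one way. All 63 tested genes of its Pi3k-Akt set, 57 of its MAPK set and 46 of its focal adhesion set fell, and all 43 of its human papillomavirus infection set rose, among them the integrin Itgb4 (log2 fold change 3.52). These sets were chosen by the study on these libraries and are not independent evidence of a direction. With limma's camera and a preset correlation, the adjusted p was 0.0569 for the Pi3k-Akt regulators, 0.065 for the wide list, 0.0591 for MAPK and 0.0296 for focal adhesion. In the setting with DESeq2 the first 3 passed (adjusted p = 0.042, 0.0452 and 0.0231). The set test may not have been run on the same values in that setting, so these passes are not put down to DESeq2 alone. Over all settings of camera tried, the adjusted p of these 3 lists ranged from 0.00866 to 0.548, from 0.0358 to 0.579 and from 0.0152 to 0.7. The highest were those with an estimated correlation. For focal adhesion, the adjusted p = 0.634 with an estimated correlation and 0.066 without WT replicate 3.

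**Figure D4:**
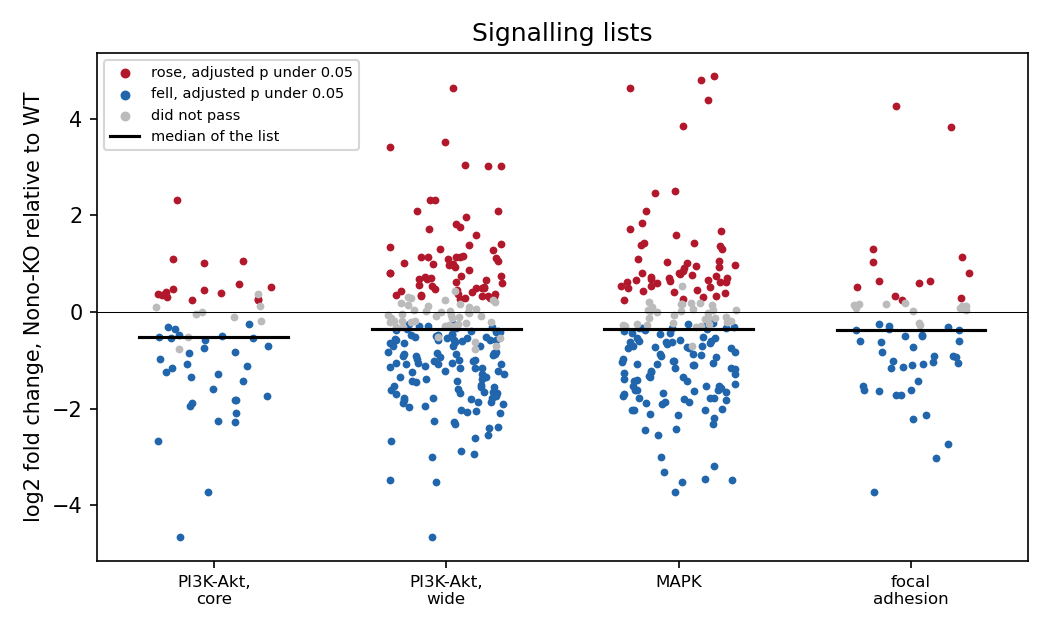
Log2 fold change of Nono-KO relative to WT (vertical axis) for each tested gene of the signaling and focal adhesion lists (horizontal axis). Points are genes, coloured by whether they rose, fell or did not pass at an adjusted p under 0.05, and bars are medians, at -0.52, -0.36, -0.34 and -0.38.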

**Figure 4:**
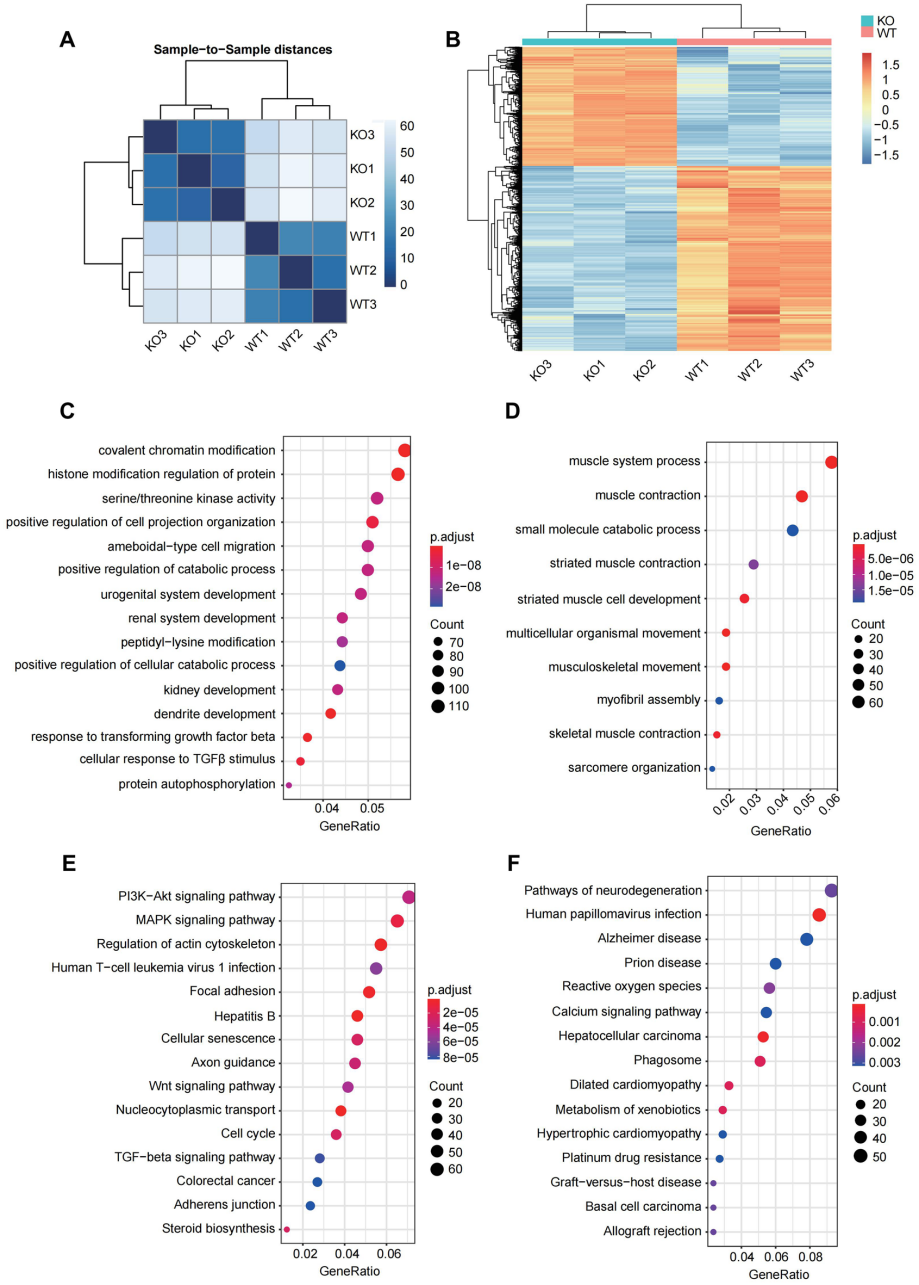
The DEGs between H9c2 WT and Nono-KO cells. (**A**) Sample-to-sample distances generated with DeSeq2 software packages showing the Euclidean distances between the samples. (**B**) Heatmap of differentially expressed genes (defined as |log fold-change (logFC)|> 1, with a FDR < 0.01) in *Nono* knockout H9c2 cells relative to WT cells. (**C**,**D**) GO analysis of the identified down-regulated (left) or up-regulated (right) DEGs. (**E**,**F**) Pathway analysis using KEGG was performed on the down-regulated (left) or up-regulated (right) DEGs.

### The Differentially accessible regions (DARs) between H9c2 WT and Nono-KO cells

To measure the impact of genome-wide accessible regions of *Nono*-regulated chromatin architecture, we investigated chromatin accessibility by ATAC-seq. The TSS and its surrounding region (± 5000 bp) of all annotated genes are relatively less accessible in Nono-KO cells (Fig. 5A). Compared with WT, the majority of peaks (34,821 peaks, ~ 84%) were unchanged, while we identified 399 increased DARs and 6011 decreased DARs in Nono-KO cells (Fig. 5B,C, Supplementary Dataset File 6). The GO analysis of the genes near the peak reduction site indicated that genes in DARs were enriched for pathways related to muscle tissue development and muscle cell proliferation (Fig. 5D, Supplementary Dataset File 7). The KEGG enrichment analysis revealed that those genes were involved in Pi3k-Akt signaling pathway and focal adhesion (Fig. 5E, Supplementary Dataset File 8). To dissect the upstream regulators of differentially expressed genes that are associated with differential chromatin accessibility, HOMER motif analysis was conducted. Results for DARs revealed that Fra1 motifs was strongly enriched in H9c2, along with Tead4 and Mef2c (Fig. 5F). On the other hand, increased DARs was preferentially found at genes involved in Smad3.

**Figure 5:**
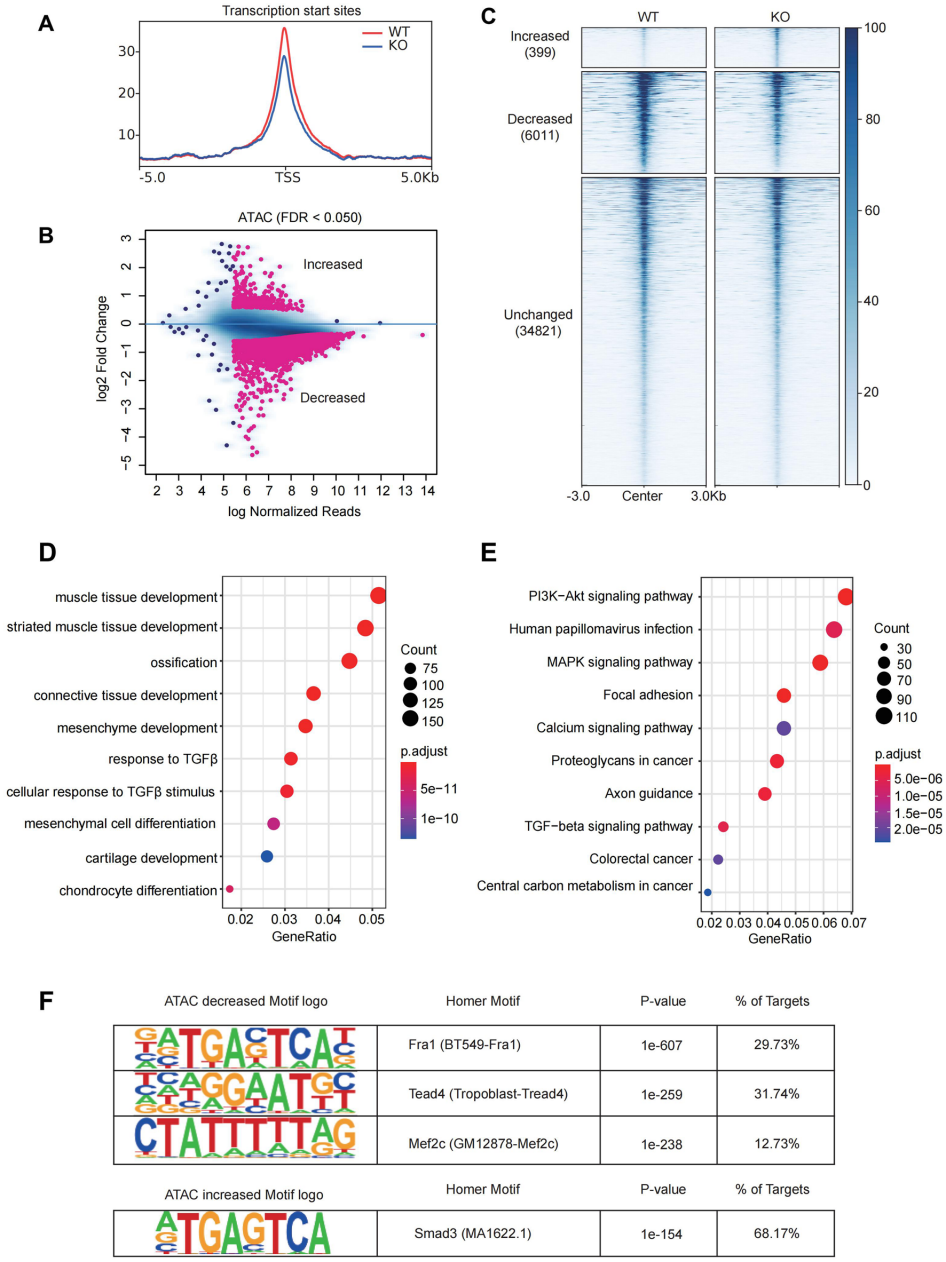
The DARs between H9c2 WT and Nono-KO cells. (**A**) Signal intensity plot representing changes in ATAC-seq signal at TSS regions following knockout of *Nono* in H9c2 cells. The enriched regions were extended ± 5 kb from their midpoint. (**B**) Scatter plot showing DARs between H9c2 WT and Nono-KO cells. (**C**) Heatmap analysis showing read density of ATAC-seq peaks in H9c2 WT and Nono-KO cells. (**D**) Biological process analysis of genes associated with decreased DARs. Top 10 significantly enriched GO terms are shown. (**E**) KEGG pathway analysis of genes associated with decreased DARs. Top 10 significantly enriched GO terms are shown. (**F**) Motif analysis of genes associated with decreased (top) or increased (bottom) DARs.

### *Nono* Knockout disrupts Pi3k-Akt network

Furthermore, we integrated our ATAC-seq data with and RNA-seq data and examined the impact of the *Nono* knockout on network of Pi3k-Akt. As shown by the genomic browser tracks (Fig. 6A), chromatin openness and gene expression were markedly decreased at the Ptk2b and Pik3r1 loci. 

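RNA of both genes was lower in every Nono-KO library than in every WT library. Ptk2b, a focal adhesion kinase of the FAK family, had 11.7 ± 0.57 CPM (SD, n = 3) in WT and 0.88 ± 0.32 CPM (SD, n = 3) in Nono-KO cells, from 232, 209 and 221 counts against 16, 21 and 10. Its log2 fold change was -3.73 (standard error 0.24, adjusted p = 1.87e-07 from edgeR). Pik3r1, the p85 alpha regulatory subunit of PI 3-kinase, had 19.4 ± 2.04 CPM (SD, n = 3) in WT and 3.05 ± 0.41 CPM (SD, n = 3) in Nono-KO cells, from 349, 401 and 348 counts against 58, 57 and 49. Its log2 fold change was -2.67 (standard error 0.16, adjusted p = 1.33e-07 from edgeR). These values concern RNA, and the ATAC-seq data were not analysed here. The paper sets this lower expression beside the reduced openness of chromatin at the same loci, goes on to measure proteins of the pathway, and proposes that loss of Nono acts on H9c2 cells through chromatin accessibility and Pi3k-Akt signaling.

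**Figure D5:**
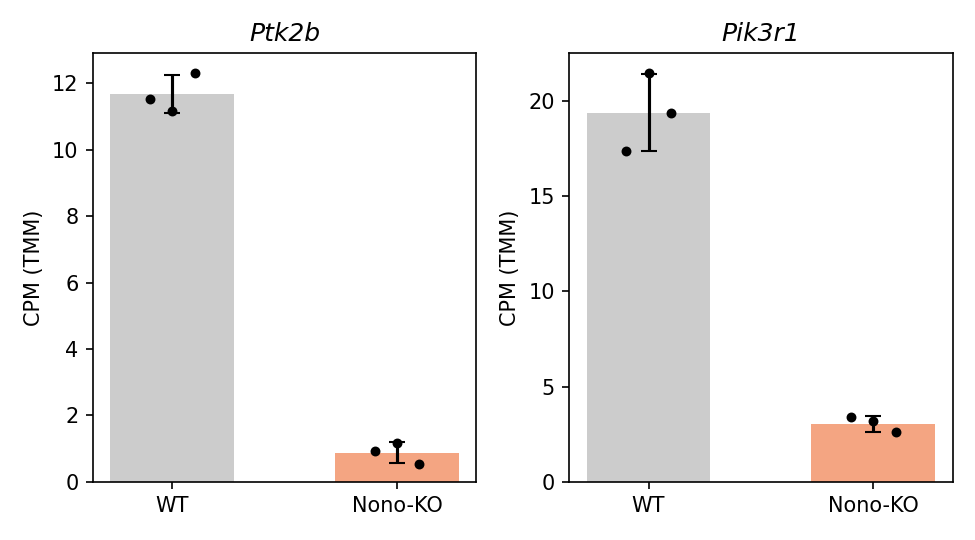
CPM after TMM scaling (vertical axes) of Ptk2b and Pik3r1 in WT and Nono-KO cells. Bars are means, error bars are SD and points are the 3 libraries of each group, and the Nono-KO libraries of Ptk2b lie at 0.94, 1.17 and 0.53 CPM against 11.2 to 12.3 CPM in WT.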

We further detected the expression of representative proteins in the Pi3k-Akt signaling pathway in H9c2 wild type cell lines and Nono gene knockout cell lines. The results demonstrated downregulation of Ptk2b, p-Pik3r1/Pik3r1 ratio, and Foxo1 in Nono-KO cell lines compared to those in normal H9c2 cells. On the other hand, the expression of p-Akt3/Akt3 ratio and Gsk3b was enhanced in Nono-KO H9c2 cardiomyocytes (Fig. 6B). In addition, Nono knockout reduced the protein levels of Ptk2b, p-Pi3kr1, Foxo1 (*P* < 0.01), and increased the protein levels of Pik3r1, Akt3, p-Akt3 and Gsk3b (*P* < 0.01) (Fig. 6C,D). These data demonstrated that the overall activity of the Pi3k/Akt signaling pathway in the Nono-KO cells was affected compared to the wild type H9c2 cardiomyocytes. Taken together, our results reveal the molecular mechanisms by which Nono regulates the function of H9c2 embryonic cardiomyocytes (Fig. 6E).

**Figure 6:**
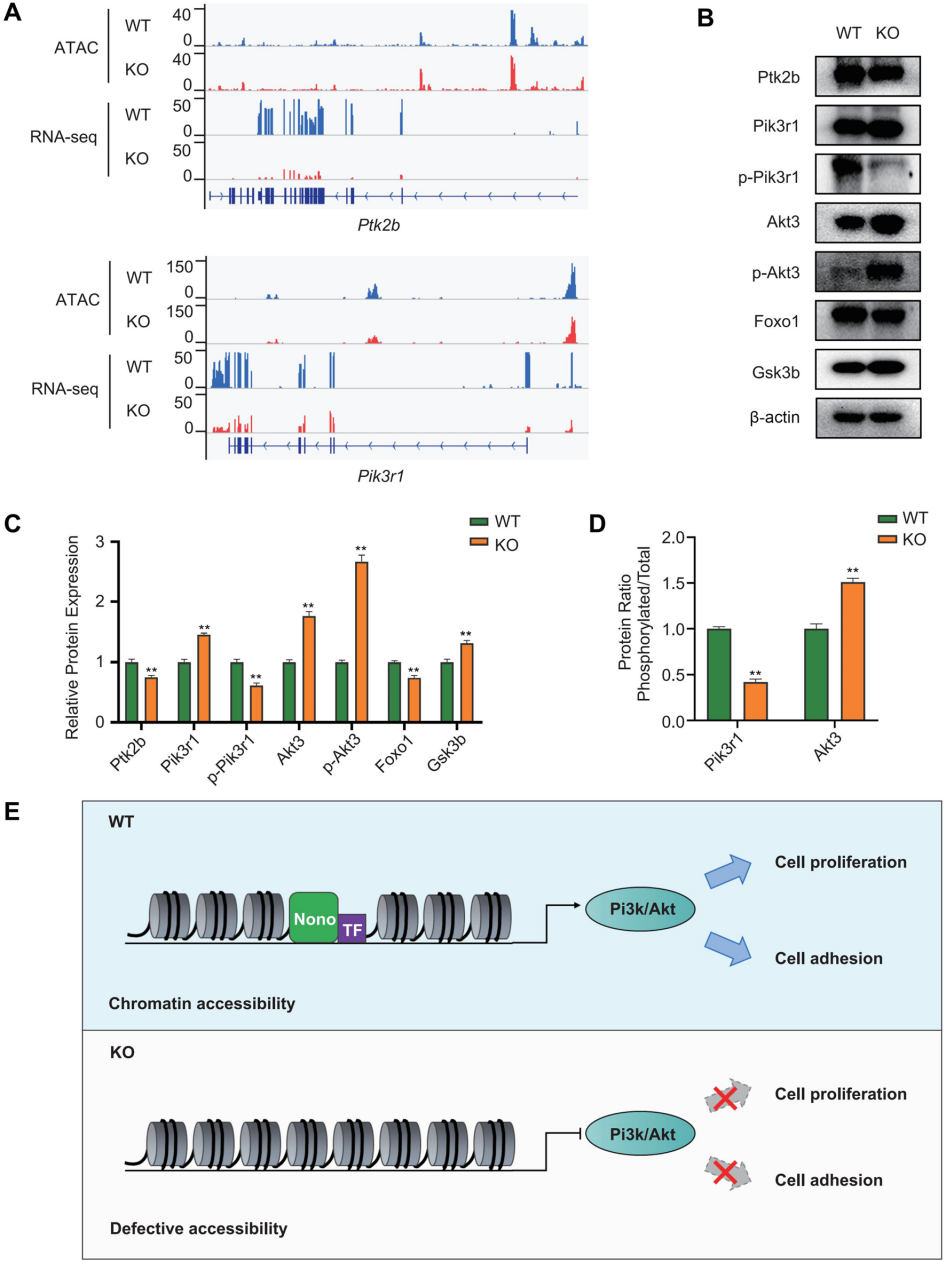
Signaling mechanisms involved in Nono deficient H9c2 cardiomyocytes. (**A**) Genome browser tracks of RNA-seq data and ATAC-seq data at the *Ptk2b* and *Pik3r1* loci following knockout of *Nono* in H9c2 cells. (**B**) Western blotting was used to detect the expression levels of representative molecules in the Pi3k-Akt signaling pathway in H9c2 WT and Nono-KO cell lines. (**C**) Western blotting quantitative analysis of the expression level. (**D**) Western blotting quantification of the phosphorylation rate of *Pik3r1* and *Akt3.* (**E**) Schematic illustration of Nono gene roles in rat cardiomyocytes H9c2. Nono gene knockout led defective chromatin accessibility, and further impeded the proliferation and adhesion in H9c2 cells through Pi3k-Akt signaling pathway. The original bands of Western blotting from Fig. 6B were performed in the Supplementary Fig. 4.

## Discussion

Disturbances in heart development contribute to variety multifarious malformation. CHD is one of the most common human birth defects in the world, which can be caused by environmental exposure coupled with genetic susceptibility. Emerging evidences have illustrated that environmental factors induce only 2%–5% of CHD and that the majority of patients are associated with heredity or genetic defects^23^. Genetic etiology researches are difficult to carry out as the existence of unknown CHD-related genes, the genetic diversity of human subjects and genetic heterogeneity of CHD^24^. Therefore, it is necessary to further explore the potential CHD-related genes and their functions in regulating embryonic cardiac development.

With roles in almost every step of gene regulation^10^, *Nono* has diverse molecular functions, and it is gradually founded the clinically relevant in the contexts of cancer^25^, Innate immunity^26^, neurodevelopment^27^. Recently, it is reported worldwide that fifteen cases with cardiac phenotypes of LVNC and CHD have been found *NONO* loss-of-function variants^11–17^. To this date, there are no reports on the cardiac development of *NONO*. Therefore, we surmised that multi-functional factor *NONO* might play a role in the occurrence of CHD. Cardiac development through differentiation of multipotent cardiac progenitor cells into cardiomyocytes and local proliferation of cardiomyocytes^28^. So cardiomyocytes play a pivotal role in development and composition of heart.

In the present study, we examined the role of *Nono* in cardiomyocytes during development using a CRISPR-Cas9 gene editing approach in vitro. Results showed that Nono-KO H9c2 cell line have lessened proliferation and adhesion capacity, impaired mitochondrial function and energy metabolism. It is, for the first time, revealed an adverse impact of Nono gene deficiency on cardiomyocytes development in vitro. The findings suggested that deleted Nono gene could cause defective chromatin accessibility, and further impede embryonic cardiomyocyte function via Pi3k-Akt signaling pathway. This study provides a preliminary mechanism exploration between cardiomyocytes disfunction and Nono gene loss-of-function, and also extends our knowledge and prompts us to rethink more regarding Nono gene roles in embryonic heart development in vivo.

Cardiomyocytes proliferation is essential in heart development, including shaping cardiac structures^29^. We examined the effect of *Nono* expression on the growth of H9c2 cells first. Abnormal cell cycle related to effectively decreased proliferation of cardiomyocytes were observed in H9c2 cell lines with *Nono* deficiency. Flow cytometry experiment was used subsequently to identify the cell cycle stage at which *Nono* has a role. Our results demonstrated more than twofold increase of cells in S phase of the cell cycle when *Nono* was absent. Meanwhile, we observed up-regulated expression of Cdk6, Cdkn1a, Ccnd3, Ccne1 (checkpoint-related genes in G1/S phase) and down-regulated expression of Ccnb1, Ccna2 (checkpoint-related genes in G2/M phase). Consistently, Xu et al.^18^ founded that the primary ventricular fibroblasts of *Nono* deficient adult mice increased significantly in S-phase. In addition, they demonstrated that Nono gene knockout resulted in impaired cardiac function and fibrosis in mice^30^.

The integrins are transmembrane proteins encoded by α and β subtypes that form functional heterodimers, bind components of the extracellular matrix (ECM), and transmit intracellular signals upon ligand binding^21^. Cardiac fibroblasts produced ECM components and acted as a scaffold^31^. Cross talk between the myofibroblast and the cardiomyocyte have an potential impact on the structure and function of the myocardium^32^. Ieda et al.^33^ believed that the specific signals of embryonic cardiac fibroblasts synergistically promoted cardiomyocyte proliferation in a paracrine manner. But this proliferative response required myocardium β1-integrin (Itgβ1), mouse ventricular myocyte-specific deleted Itgβ1 led to decreased myocardial proliferation and impaired ventricular compactness. This is consistent with the impaired cell adhesion and significantly decreased expression of integrin family related proteins found in *Nono* knockout cardiomyocytes.

Considering that the heart has a voracious requirement for energy^34^. Besides, Numerous studies have shown that *NONO* regulates energy metabolism in cancer cells^35,36^. We detected the total cellular ATP content, mitochondrial and glycolysis stress tests utilizing the Seahorse XF technology. Data showed the total ATP, mitochondrial and glycolytic ATP production were decreased. Moreover, the mitochondrial OXPHOS and glycolysis were reduced in Nono-KO H9c2 cells. Gene‑set enrichment analysis of RNA-seq analysis showing enrichment of the oxidative phosphorylation genes and glycolysis genes. ROS is a physiological byproduct of electron transport in the respiratory chain on the inner mitochondrial membrane, and its generation is increased or uncontrolled if the respiratory chain electron transport on the inner mitochondrial membrane is compromised^37,38^. We further inspected the ROS level in cardiomyocytes and found that increased ROS in *Nono* deficiency H9c2 cells. Taken together, we believe that *Nono* knockout impaired mitochondrial function of cardiomyocytes. Researches have confirmed that changes in metabolic substrates affect cardiomyocyte function (such as Cardiomyocyte differentiation and proliferation)^39,40^. Therefore, we reasonably believe that there is a correlation between the damage of energy metabolism and cell function of cardiomyocytes with Nono gene depletion.

Simultaneously, we integrated chromatin accessibility and transcription analysis in H9c2 WT cells and Nono-KO cells through ATAC-seq combine with RNA-seq, which are mutually authenticating. 

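Genes of TGFβ signaling were mostly lower in Nono-KO than in WT H9c2 cells, with exceptions among its regulators. Of 75 tested, 49 fell, 14 rose and 12 did not pass at an adjusted p under 0.05 from edgeR, with 49 and 14 when adjusted over the list alone, and the median log2 fold change was -0.97. Inhba, a subunit of activin, went from 41.6 ± 17.3 to 4.87 ± 0.20 CPM (SD, n = 3 in each group), and Thbs1, a thrombospondin that can activate latent TGFβ, from 7734 ± 914 to 3899 ± 67.4 CPM. Lrrc32, which anchors latent TGFβ at the cell surface, rose from 0.23 ± 0.03 to 7.98 ± 0.35 CPM, and the TGFβ target Ccn2 rose by 0.71 on the log2 scale (standard error 0.12). All 65 tested genes of the paper's set for the response to TGFβ fell, and likewise all 65 of its set for the cellular response, where the copies of the lists used here hold 65 of the 71 and 65 of the 68 genes counted in the paper. Zfp36l2, an RNA-binding protein in both sets, fell by 2.72 (standard error 0.14). Of the 30 genes of its cardiac muscle tissue growth set, 29 were tested and all of them fell, among them the Notch effector Rbpj (-2.78), the glucocorticoid receptor Nr3c1 (-2.50) and Akap13 (-2.35). The study chose these sets on the same libraries, so they are not independent evidence of a direction. For the TGFβ list, limma's camera with a preset correlation gave an adjusted p of 0.000984, and the adjusted p = 0.447 with an estimated correlation.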

Based on the analysis of DEGs and their function annotation, we found that related genes participating in the response to TGFβ, the cellular response to TGFβ stimulus, and the cardiac muscle tissue growth process were down-regulated. It is been proved that TGFβ signaling regulates cardiomyocyte proliferation and differentiation via targeting to the important genes of early heart development^41^. In contrast, the mRNA expression levels of covalent chromatin modification and histone modification regulation related genes were up-regulated. 

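In the RNA-seq counts, all 69 tested genes held from the paper's covalent chromatin modification set were lower in Nono-KO than in WT cells, and so were all 68 held from its histone modification set. The copies of these gene lists used here are shortened and hold 69 of 113 and 68 of 110 genes. Hmga2, an architectural chromatin protein, had 106 ± 5.77 CPM (SD, n = 3) in WT and 6.81 ± 0.37 CPM (SD, n = 3) in Nono-KO cells, a log2 fold change of -3.96 (standard error 0.10, adjusted p = 9.73e-10 from edgeR). Clock, the circadian transcription factor, went from 9.12 ± 2.91 to 1.75 ± 0.34 CPM. Every one of these genes passed the thresholds for a down-regulated DEG. Both sets were chosen by the study on these libraries, which is not independent evidence of their direction.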

We further integrated chromatin accessibility and transcription analysis data in the two group cells. We identified the downstream pathways and genes for *Nono* that may regulate the proliferation and adhesion of H9c2 cardiomyocytes. We found for the first time that depletion of *Nono* in H9c2 embryonic^42^ cardiomyocytes significantly impeded chromatin accessibility, which in turn affected the Pi3k-Akt signaling pathway. Subsequently, we confirmed the effect of *Nono* on this signaling pathway by western blotting. This indicated the underlying mechanisms for *NONO* deficiency to inhibit cell cycle and cell adhesion. It has been proved that the Pi3k-Akt pathway and FOXO transcription factors prompted cardiomyocyte proliferation^43,44^, and associated with cellular oxidative stress gene expression^45^. The upstream regulator of Foxo1, AKT, inhibits Foxo1 activity by phosphorylating Foxo1^46,47^. Moreover, motif analysis of several genes associated with decreased DARs (Fra1, Tead4 and Mef2c). The transcription factor Mef2c determines myocyte fate and development^21^. TEAD transcription factors are required for normal primary myoblast differentiation in vitro^42^. Those are consistent with our findings.

There were, however, two limitations to this study. On the one hand, we only conducted preliminary in vitro experiment, and the role of *Nono* in cardiac development in vivo needs to be further explored. On the other hand, the impaired mitochondrial function mechanisms put forward in this study need more evidence to confirm, and we would make efforts to validate the findings in the near future study in vivo.

## Methods

### Cell culture and cell transfection

Rat cardiomyocytes H9c2 were purchased from American Type Culture Collection (ATCC, cat. no. CRL-1446), cultured in DMEM (Gibco, cat. no. C11995500BT) supplemented with 10% fetal bovine serum (Hyclone, cat. no. SV30208.02) and maintained in a humidified incubator (Thermo Scientific, cat. no. 3131) with 5% CO2 atmosphere at 37 ℃. The medium was changed every 2–3 days. Experiments were carried out with cells in logarithmic growth phase.

The day before transfection, cells (1.0 × 10^6^ cells/well) were seeded in six-well plates and cultured overnight until almost 70–80% cell confluence. The pSpCas9(BB)-2A-Puro (PX459) plasmid vector (available from our lab) was constructed in the sgRNA (5’- caccgATTTCCTCGGCCTGTGACTG), and the pEGFP-N1 plasmid vector (available from our lab) was used as control plasmid. 2 µg plasmid was diluted in 80 µL Opti-MEM (Sigma, cat. no. 408727), 6 µL PEI (Polysciences, cat. no. 23966–1) was diluted in 80 µL Opti-MEM, the two were mixed and incubated at room temperature for 10 min. PEI/plasmid mixture was then added to single well of 6-well plate. After 12 h, green fluorescence was examined under a fluorescence microscope (Nikon Eclipse TSZR) with 10 ×/0.30 objective. Then, Puromycin (Yeasen Biotechnology, cat. no. 60210ES60) was used to screen and achieve the stable cell lines.

### Cell proliferation assay

H9c2 cells proliferation was detected using the Cell Counting Kit-8 (CCK-8) cell proliferation kit (Dojindo, cat. no. CK04) according to the manufacturer’s instructions. H9c2 cells were seeded in 24-well plates. After addition of CCK-8 solution in each well, cells were then cultured for another 2 h in the incubator. The absorbance of 450 nm was detected through microplate spectrophotometer (Agilent, BioTek Epoch). All experiments were performed in triplicate, and three independent repeat experiments were performed.

### Flow cytometry analysis of cell cycle and reactive oxygen species (ROS)

H9c2 cardiomyocytes were harvested by 0.25% trypsin EDTA (Gibco, cat. no. 2323251), rinsed with pre-cooling phosphate-buffered saline (PBS) and fixed with 70% ethanol for 12 h at 4 °C. After washing with PBS for 15 min at room temperature, the cells were treated with RNase A at 37 °C for 30 min and incubated with propidium (PI) staining solution (Elabsciences, cat. no. E-CK-A351) at 4 °C for 30 min.

The ROS assay (Beyotime, cat. no. S0033S) was used to evaluate oxidative stress levels after *Nono* knockout. Cells were fixed with 4% Paraformaldehyde (Solarbio, cat. no. P1110) overnight and rinsed with pre-cooling PBS. Each sample was incubated with 10 μM DCFH-DA (diluted with serum-free DMEM) at 37 °C for 30 min. The positive control group was treated with 10 μM Rosup in advance according to the manufacturer's instruction.

Flow cytometer (BD LSRFortessa™ Cell Analyzer, Cat. no. 647800) was used to measure cell cycle and ROS parameters in H9c2 cells suspensions with the FL1 channel for green fluorescence and the FL3 channel for red fluorescence at excitation wavelength 488 nm.

### Cell-adhesion assay

The Cell Adhesion Detection kit (BestBio, cat. no. BB-48120) was employed to analyze the adhesion ability of H9c2 cells. According to the manufacturer's protocol, the coating buffer (100 µL) was transferred to a 96-well plate and incubated overnight at 4 °C. After removing coating buffer, the plate was rinsed three times with the detergent solution. Cells in the two groups were plated in 96-well plate at the density of 5 × 10^4^ cells per well in triplicates for each group. After 2 h of incubation at 37 °C, the medium was changed and the staining solution B (10 µL) was added to the wells. The OD was detected at 450 nm after 1 h using a microplate spectrophotometer (Agilent, BioTek Epoch). The formula used for calculating the cell adhesion rate was: cell adhesion rate (%) = (OD of knockout cells − OD of the blank) / (OD of the control cells − OD of the blank) × 100.

### XF real-time ATP rate assay

The Real-time ATP Rate assay Kit (Agilent, cat. no. 103592–100) was used to measure the total ATP production. Cells were exposed to these compounds as follows: oligomycin (1.5 μM) and the rotenone/antimycin A mixture (0.5 μM), which can report multiple parameters, including glycolytic ATP, mitochondrial respiratory ATP rate, and total ATP production rates. Data were analyzed using XF Wave Software (Seahorse Bioscience, Agilent, US). All data were normalized to protein content.

### XF cell mitochondrial stress test

Mitochondrial stress was measured according to instructions by the Seahorse XFp Cell Mitochondrial Stress Test Kit (Agilent, cat. no. 103015-100). Briefly, cells were metabolically perturbed by the addition of three compounds in succession, and OCR (Oxygen consumption rate) was measured prior to and after addition of each compound as follows: oligomycin (1.5 μM), carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP) (2 μM), and rotenone/antimycin A mixture (0.5 μM). Data were analyzed using XF Wave software (Seahorse Bioscience, Agilent, US).

### XF glycolysis stress test

According to the instruction of the Seahorse XFp Glycolysis Stress Test Kit (Agilent, cat. no. 103020–100). Cells were exposed to three compounds, with measurements after each addition as follows: glucose (10 mM), oligomycin (1 μM), and 2-deoxy-D-glucose (2-DG, 50 mM). Data were analyzed with XF Wave software.

### RNA extraction, reverse transcription, and real-time quantitative PCR (qPCR)

Total RNA was extracted from H9c2 cells using QIAwave RNA Mini Kit (Qiagen, cat. no. 74536) following the manufacturer's instructions. RNA concentration was measured by NanoDrop™ microspectrophotometer (Thermo Fisher Scientific, cat. no. ND-ONE-W) at 260 nm and 280 nm. For the detection of mRNA expression level, PrimeScript™ RT reagent Kit with gDNA Eraser (Perfect Real Time) (Takara, cat. no. RR047A) was used to form cDNA. SYBR® Green Realtime PCR Master Mix (TOYOBO, cat. no. QPK-201) was applied for qPCR. All the qPCR was conducted on the QuantStudio™ 5 Real-Time PCR System (Thermo Fisher Scientific, cat. no. A34322). The expression of housekeeping gene GAPDH was utilized as a reference to normalize the amount of transcript. The 2^−ΔΔCt^ method^48^ was used to calculated the relative expression levels. All the primers used in this part were listed in additional information (Supplementary Table 1).

### Western blotting

Protein was elicited from H9c2 cells through employing RIPA lysis and extraction buffer (Thermo Fisher Scientific, cat. no. 89900), which encompassed the Protease Inhibitor Cocktail (Cell Signaling Technology, cat. no. 5871). Halt™ Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, cat. no. 78420) was used to preserve the phosphorylation state of proteins. The concentration of protein was assessed using Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, cat. no. 23225). Subsequently, samples were subjected to 10% SDS-PAGE gels, transferred onto Immun-Blot PVDF membranes (Bio-Rad, cat. no. 1620177), blocked with 5% non-fat milk for 2 h at room temperature, and separately immunoblotted with several antibodies such as Ptk2b (Abcam, cat. no. ab32571), Pik3r1 (Abcam, cat. no. ab191606), Akt3 (Cell Signaling Technology, cat. no. 8018), FoxO1 (Abcam, cat. no. ab179450), Gsk3b (Cell Signaling Technology, cat. no. 12456), p-Pik3r1 (Abcam, cat. no. ab182651), p-Akt (Cell Signaling Technology, cat. no. 9271), Nono (Abcam, cat. no. ab133574) and β-actin (Cell Signaling Technology, cat. no. 5125S) at 4 °C overnight. PVDF membranes were washed with TBST buffer three times, and then incubated with the secondary antibodies (Cell Signaling Technology, goat anti-mouse, cat. no. 96714; goat anti-rabbit, cat. no. 7074) with horseradish peroxidase (HRP) for 2 h at room temperature. The blots were washed again and detected with SuperSignal™ West Pico PLUS (Thermo Fisher Scientific, cat. no. 34577). The density of the band was calculated using ImageJ software. Because the blots were cut prior to antibodies hybridisation according to the corresponding strip position of protein marker. we could not provide the full-length blots image. We performed all the original and unprocessed blots in the Supplementary Information File, and marked the film edge with red dotted boxes.

### Integrated multi-omics analysis

The integrated multi-omics analysis included RNA-seq and ATAC-seq analysis. They were performed on the Illumina platform and aligned to the human genome (Rn6) using Bowtie2 program. The DEseq2 algorithm was applied to obtain differentially expressed genes (DEGs) with a false discovery rate (FDR, Benjamini & Hochberg correction) < 0.01, and |log fold-change (logFC)|> 1. Three biological replicates were used in RNA-seq experiments.

In ATAC-seq analysis, only unique mapped read was used for peak calling by MACS2 with q value < 0.05. The ChIPseeker was used for peak assignment annotation. Differentially accessible regions (DARs) calling was performed by DiffBind package with FDR < 0.05 and |Fold Change|> 1. Peaks were called for each sample using HOMER and individual peaks separated by < 200 bp were joined together. Motif analysis on peak regions was performed by HOMER function.

Gene Ontology (GO) enrichment analysis and KEGG pathways analysis of differentially expressed genes was performed with the “clusterProfiler” R package. Gene‑set enrichment analysis (GSEA) of the pre-ranking RNA-seq list based on log2-fold change was used to assess enrichment of the gene-sets.

The phastCons score, calculated by the multiple alignment algorithm (phastCons, version rn6 http://hgdownload.soe.ucsc.edu/goldenPath/rn6/phastCons20way/), was used to evaluate the conservation between H9c2 WT and Nono-KO cells.

### Statistical analyses

All experiments in this study were duplicated three times. Statistical analyses were performed using GraphPad software (GraphPad Prism 8.0.1), Microsoft Excel (Microsoft office 2013) and ImageJ software (ImageJ, 1.53c). The differences were analyzed via the Student's t-test welch's correction between Nono-KO and WT groups. Data were shown as Mean ± SD. ns, no significant. *, *P* < 0.05. **, *P* < 0.01.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

## Data Availability

The detailed procedure and raw data of RNA-Seq and ATAC-seq analysis were presented in Supplementary dataset files and the NCBI Gene Expression Omnibus under accession code GSE211404 (Record GSE211404 remains in private status until May 01, 2023. The reviewer’s access number is ahypoiqcxfyhjyb).

# Supplementary material for: Nono deficiency impedes the proliferation and adhesion of H9c2 cardiomyocytes through Pi3k/Akt signaling pathway
**Source:** Sci Rep. 2023 May 2;13:7134. doi: 10.1038/s41598-023-32572-x
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Nono deficiency impedes the proliferation and adhesion of H9c2 cardiomyocytes through Pi3k/Akt signaling pathway

Yu-Qing Lei^1,2,3^, Zhou-Jie Ye^1, 2^, Ya-Lan Wei^1, 2^, Li-Ping Zhu^1, 2^, Xu-Dong Zhuang^1, 2^, Xin-Rui Wang^1, 2*^ and Hua Cao^1,2,3*^

*** Correspondence author:**  (Xin-Rui Wang);  (Hua Cao)

Supplementary Figures 1 – 4

Supplementary Table 1

**
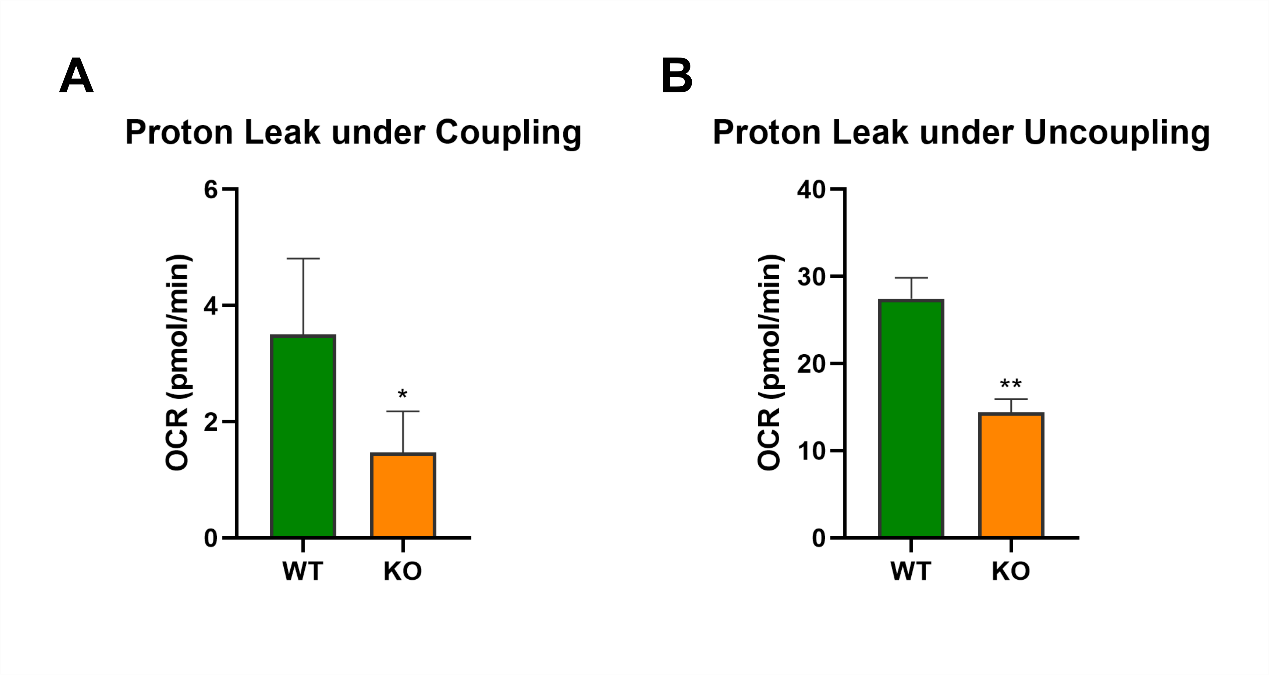
**

**Supplementary Figure 1. Nono gene deficiency in H9c2 cells blocked proton leak.** The proton leak was determined in two groups using the Seahorse equipment. The proton leak was calculated with OCR values under the coupling and uncoupling states. (a) Proton leak under the coupling state. (b) Proton leak under the uncoupling state. The mean values of three experiments were used in the bar figure for mean ± SD. *, p < 0.05; **, p < 0.01 vs. control.

**
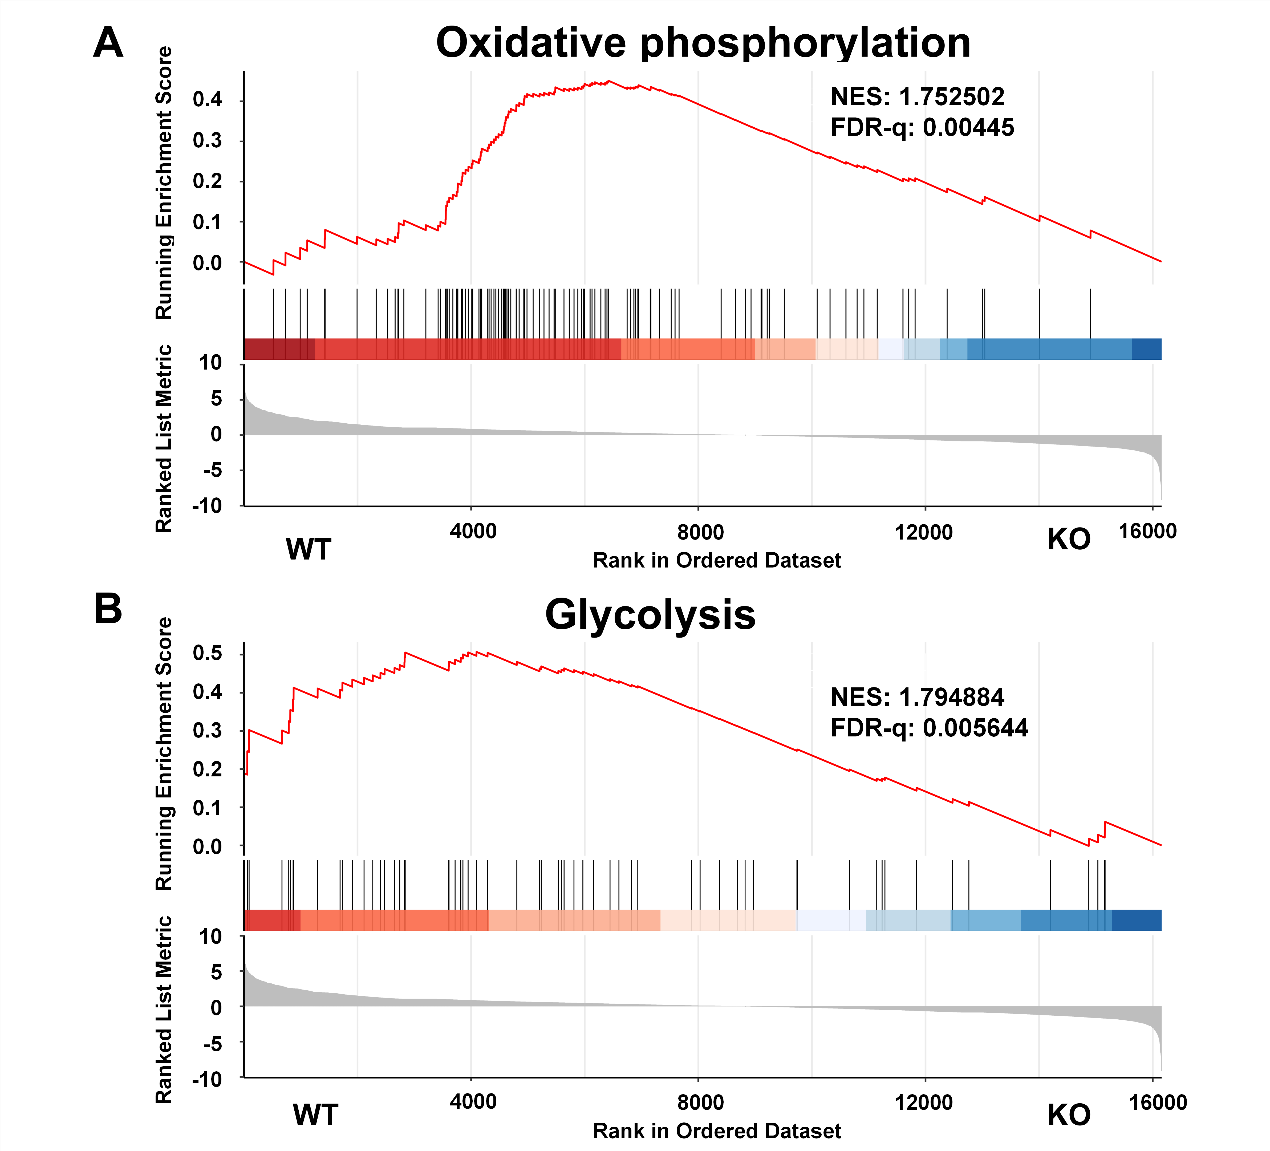
**

**Supplementary Figure 2. GSEA of RNA-seq analysis showing enrichment of the oxidative phosphorylation genes (a) and glycolysis genes (b).** NES, normalized enrichment score; FDR, false discovery rate**.**

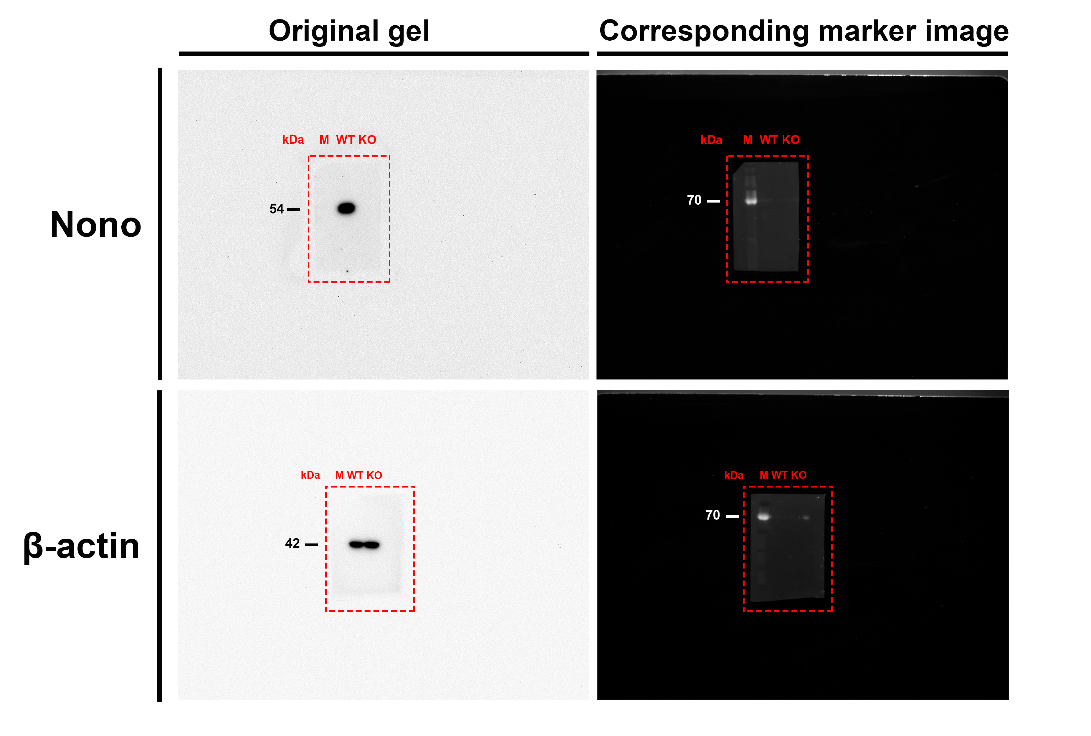

**Supplementary Figure 3. The original bands of Western blotting for Fig. 1d.**

**
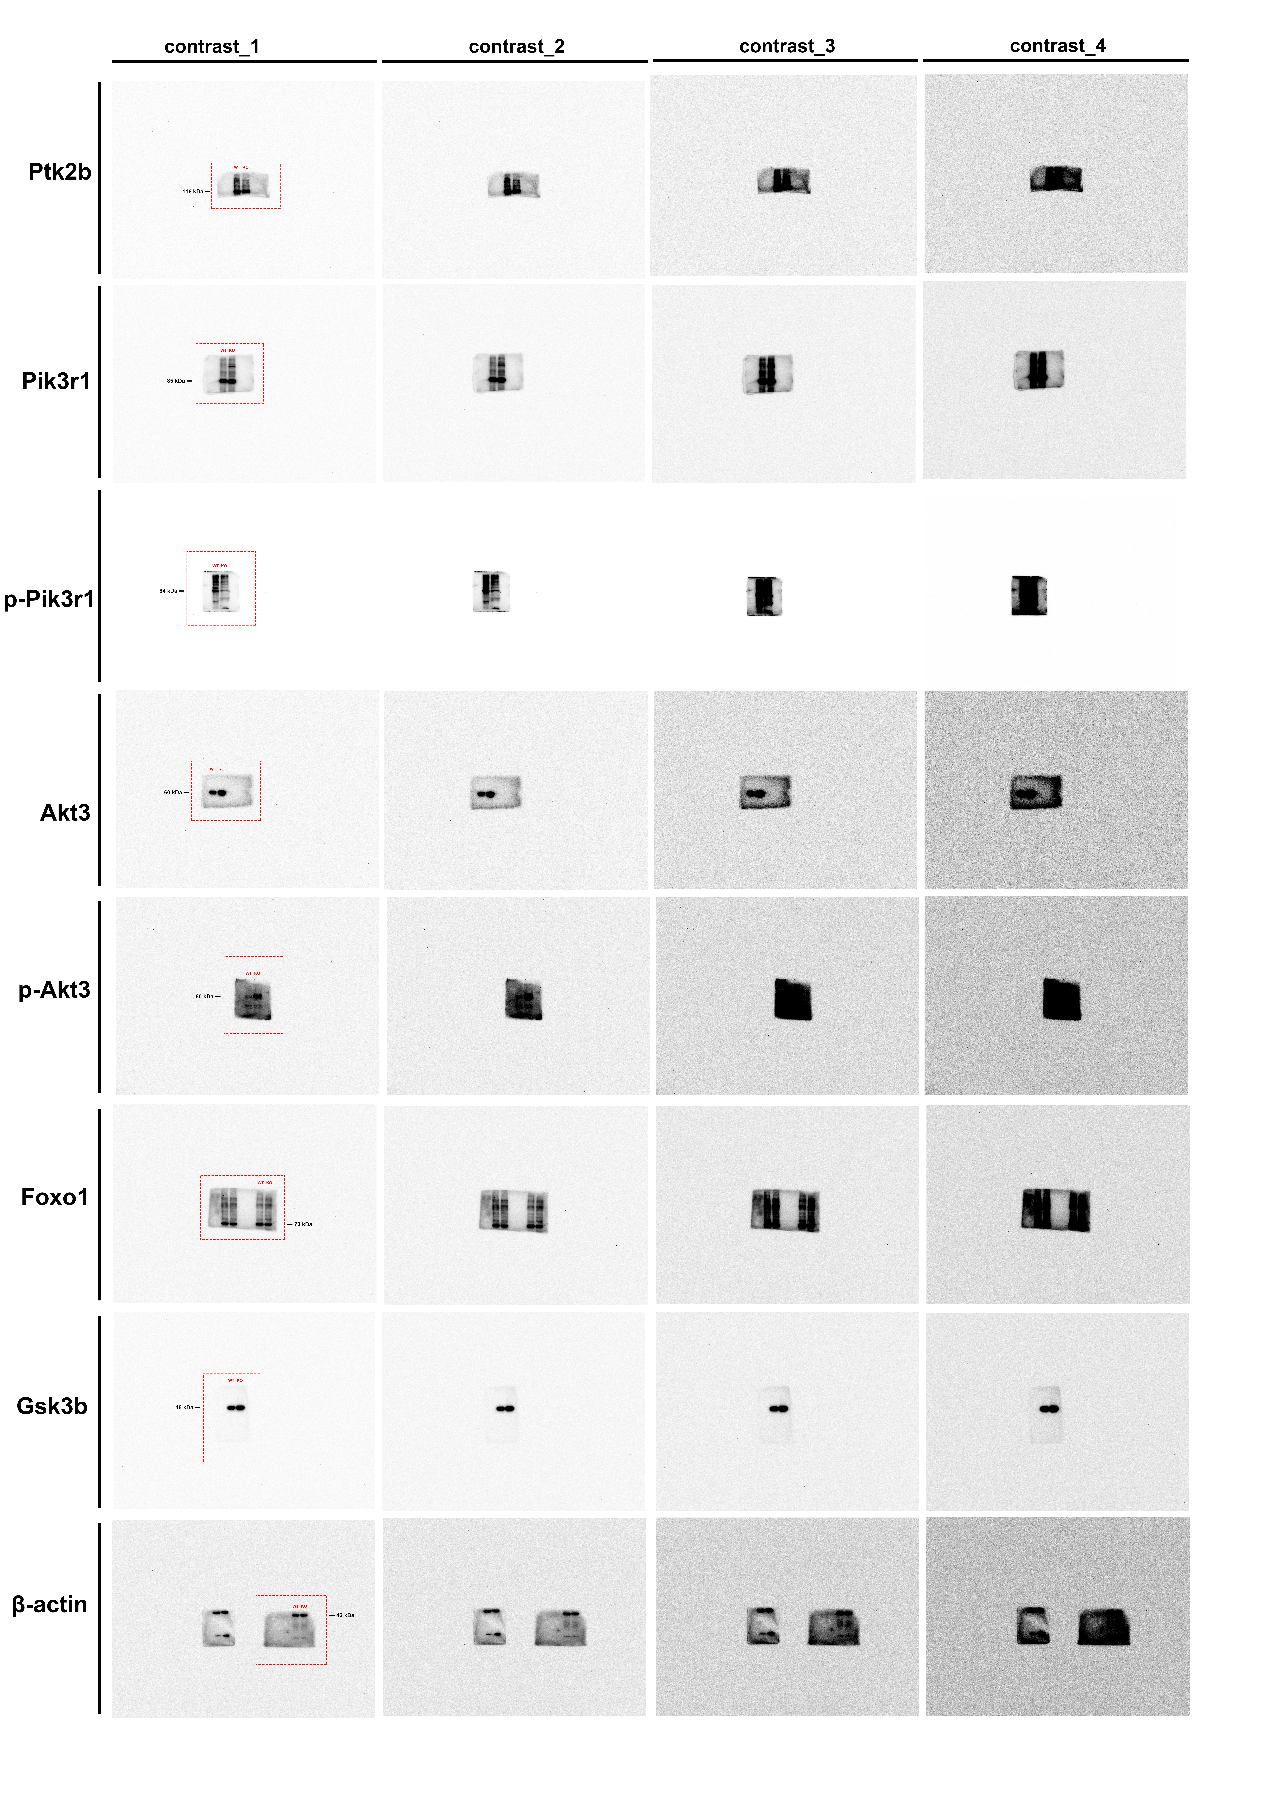
**

**Supplementary Figure 4. The original bands of Western blotting for Fig. 6b.**

**Supplementary Table 1. List of primers used for qPCR.**

| Genes | Primer sequence (5' to 3') | |
| --- | --- | --- |
| *Itga1* | Forward | AAGACCATAAGGGAGGCGTAT |
|  | Reverse | TCAGTCAGACCGTCACCATT |
| *Itga4* | Forward | GCAGCCTCGGTTACATATACG |
|  | Reverse | TCACTAAGGTCACTCTGTTGTCT |
| *Itga6* | Forward | GCCTCTCTCGTTCTACGCTC |
|  | Reverse | AACACCGTCACTCGAACCTG |
| *Itga8* | Forward | GCGTGCAAATCAACGTCACT |
|  | Reverse | CTGATGGTGCTGGGTCCAAT |
| *Itgav* | Forward | GAACAAGGAGAACCAGAACCATT |
|  | Reverse | TGACTAGCGTAGAGTTGAAGAGAT |
| *Itgb1* | Forward | ACAGATGAAGTGAACAGTGAAGAC |
|  | Reverse | GGACCTATCGCAGTTGAAGTTATC |
| *Cdk6* | Forward | TTCAGATGGCCCTTACCTCG |
|  | Reverse | GCAAAGATGCAGCCAACACT |
| *Cdkn1a* | Forward | TTGTCGCTGTCTTGCACTCT |
|  | Reverse | CTTGCAGAAGACCAATCGGC |
| *Ccnd3* | Forward | CTCCTACTTCCAGTGCGTGC |
|  | Reverse | AGGACAGGTAGCGATCCAGG |
| *Ccne1* | Forward | GTCAACGACACGGGAGAAGT |
|  | Reverse | AGCAGCGAGGACACCATAAG |
| *Ccnb1* | Forward | GCCTGAGCCTGAACCTGTTA |
|  | Reverse | TGGATCACCACCATCGTCTG |
| *Ccna2* | Forward | GGATGGTAGTTTTGAATCACC |
|  | Reverse | TTAGTGATGTCTGGCTGCCTC |

How the deposited data were processed for this re-analysis (not part of the article)

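RNA-seq of rat H9c2 cells was analysed, with 3 libraries of WT cells and 3 of Nono-KO cells. Each library was mapped to its group and number from the submitters' labels, which name the genotype and the same library names as Fig. 4A. The submitters' notes name TRIzol for the extraction of total RNA, whereas the paper's methods name a Qiagen kit, in their section on qPCR. The authors made stranded mRNA libraries. They deposited raw counts per gene symbol, 1 column per library, with no scaling and no pooling of replicates. The submitters' processing notes name Trimmomatic, HISAT2, HTSeq and the build mRatBN7.2 without versions, the paper's methods name Bowtie2 and Rn6, and the annotation and the strand setting of the counting are not given in the sources used here. Reads shared between paralogs, pseudogenes or overlapping genes may therefore have been split or dropped in ways that the counts do not show. The files of single libraries hold the same values as the table of all libraries. The ATAC-seq data were not analysed here, and the values of some single genes are not reported here.

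Counts were analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with robust dispersions, TMM scaling and the default filterByExpr filter, which kept 12028 of 16319 genes and left out 4291. Of the symbols in the table, 1586 are placeholder names and were not named in the text. The paper's thresholds for DEGs were used, a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. For gene lists and single named genes, rose and fell mean an adjusted p under 0.05. Fold changes are Nono-KO relative to WT, and CPM values are scaled by TMM. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Per-library totals of 17612958 to 19253858 counts mean that genes with a few counts in a group have no precise fold change. For Peg10 and Sgce a ratio of totals with an exact 95% interval is given, which covers counting error only, and for some other such genes the counts. Fitted fold changes of genes with a few counts in a group depend on the prior count.

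Before the data were examined, 41 gene lists, the rule for naming genes and the alternatives were fixed. The rule names every gene of the paper that has a row in the table, the other DBHS genes, the 10 DEGs with the largest change in each direction among genes with at least 10 CPM in the higher group and groups that do not overlap, up to 4 members of each list with the largest significant change and at least 5 CPM in the higher group, its 2 most abundant members, and up to 5 members of each term of the paper. Values in the paper's supplementary tables had been seen at that point. The first supplementary dataset was held as the first 1999 of 3505 rows, and some gene lists of the paper's terms were shortened, so no overlap or enrichment test was run on them. The 38 lists with at least 3 tested genes were tested against all other genes by camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the lists. As alternatives the correlation was estimated, and fry was run, which asks whether a set moves on balance one way and compares it with no other genes. With the preset correlation 19 lists passed, with the estimated correlation 0 (4 at an unadjusted p under 0.05), and with fry 34. GSEA was run with fgsea 1.28.0 on the log2 fold change with 10000 permutations and the seed 20230502. The paper's text does not name its gene set file, and lists written for this comparison were used.

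The other alternatives were DESeq2 1.42.0, size factors, total counts, other filters on low counts, thinning to the smallest total, the replicate number as a block, other thresholds, other rankings for GSEA, another transformation for the correlations and leaving out each library in turn. A correction for gene length and GC content was not run, since no genome or annotation of the authors' build was used here. The order of genes along chromosomes came from the RefSeq annotation of GRCr8, another build, used for names and neighbours only, in which 14844 symbols were matched directly. The test was checked on simulated data drawn for the Nono-KO against WT comparison with 11641 genes tested. edgeR called 22, 41, 49 and 49 of 50 genes changed by 1.5-, 2-, 4- and 8-fold, and 12 of 11441 unchanged genes. DESeq2 called 25, 40, 48 and 50 of 50, and 16 unchanged genes. The limit on the fold change was not applied, as genes changed by 1.5-fold were called. Few simulated genes were changed, whereas 8686 real genes passed at an adjusted p under 0.05. The simulation therefore does not check the scaling or the error rate where most genes change. In simulated data with no list shifted, where genes vary independently, 0 of 38 lists passed camera.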

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

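The lists given first, and Peg10 and Sgce, differed between Nono-KO and WT libraries and are not reported as such in the paper's text, which does discuss Nono and the G2/M genes Ccnb1 and Ccna2. The patterns weighed were noticed in these data, and the tests on exchanged groups and on transcript length, the interval for imprinted genes and the list without Nono were chosen only after the results were seen.

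Several groups of genes were mostly lower in Nono-KO cells. Genes induced by ERK signaling had a median log2 fold change of -2.00, and 29 of 35 fell (30 when adjusted over the list alone), among them Egr1, an immediate early transcription factor (-3.78), Myc (-3.48), Dusp5 (-3.44) and Vgf (-2.80), while Dusp1, Etv4 and Ier3 rose (limma's camera, adjusted p = 3.12e-07; adjusted p = 0.411 with an estimated correlation). Genes of cholesterol and fatty acid synthesis had a median of -1.29, and 32 of 41 fell (34 when adjusted over the list alone), among them Msmo1 (-3.51), Hsd17b7 (-2.78) and Insig1 (-2.87), while Mvk, Pmvk and Scap rose (limma's camera, adjusted p = 8.85e-07; adjusted p = 0.411 with an estimated correlation). Genes of nuclear transport had a median of -0.942, and 40 of 55 fell (41 when adjusted over the list alone), such as Nup153 (-2.14) and Ipo7 (-2.03), while Aaas, Ipo13, Ipo4 and Rae1 rose (limma's camera, adjusted p = 2.99e-06; adjusted p = 0.411 with an estimated correlation). Genes of mitosis had a median of -0.735, and 43 of 61 fell (43 when adjusted over the list alone), such as Top2a (-1.86) and Wee1 (-2.09), while Cdc20, Cdca8, Espl1, Mybl2 and Spc24 rose (limma's camera, adjusted p = 0.000691; adjusted p = 0.579 with an estimated correlation). Genes of DBHS and paraspeckle proteins, which include Nono, had a median of -0.641, and 11 of 14 fell (11 when adjusted over the list alone), such as Hnrnpk (-1.06), while Rbm14 and Pspc1 rose (limma's camera, adjusted p = 0.0296; adjusted p = 0.411 with an estimated correlation). Without Nono, whose fall is set by the knockout, 10 of 13 fell (10 when adjusted over the list alone), the median was -0.541 and the list did not pass limma's camera (adjusted p = 0.0719; adjusted p = 0.548 with an estimated correlation). The members that rose in these lists were named after their values were seen, apart from Mybl2 and Pspc1.

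Other groups were higher in Nono-KO cells. Smooth muscle markers had a median of 1.18, and 12 of 16 rose (12 when adjusted over the list alone), among them Myh11 (3.37) and Acta2 (1.13) (limma's camera, adjusted p = 0.000198; adjusted p = 0.384 with an estimated correlation). Genes of antigen presentation had a median of 1.07, and 17 of 25 rose (17 when adjusted over the list alone), such as the MHC class I transactivator Nlrc5 (5.03, and 5.63 without WT replicate 1, from 7, 2 and 3 counts in WT) and the immunoproteasome subunit Psmb8 (2.60), while Erap1 and RT1-S3 fell (limma's camera, adjusted p = 0.000198; adjusted p = 0.411 with an estimated correlation). Interferon response genes had a median of 0.565, and 13 of 24 rose (13 when adjusted over the list alone), such as Usp18 (2.55), while Dtx3l and Parp14 fell (limma's camera, adjusted p = 0.00747; adjusted p = 0.384 with an estimated correlation). Targets of p53 had a median of 0.31, with 17 of 35 higher and 10 lower (18 and 10 when adjusted over the list alone), among them Fdxr (1.67) and Cd80 (1.83) (limma's camera, adjusted p = 0.0296; adjusted p = 0.411 with an estimated correlation). Genes of the Nrf2 response and glutathione transfer had a median of 0.422, with 23 of 40 higher and 8 lower (23 and 8 when adjusted over the list alone), such as Mgst1 (2.92) and Ftl1 (1.38), where ferritin genes have pseudogenes that can share reads (limma's camera, adjusted p = 0.00997; adjusted p = 0.411 with an estimated correlation). Histone genes had a median of 0.455, and 8 of 13 rose (8 when adjusted over the list alone), led by H1f2 (2.94), while Macroh2a1 fell (limma's camera, adjusted p = 0.0171; adjusted p = 0.411 with an estimated correlation), in libraries selected for poly(A), which hold few transcripts of the replication-dependent histones. Cytosolic ribosomal proteins had a median of 0.398, with 53 of 75 higher and 3 lower (53 and 3 when adjusted over the list alone), the lower ones being Rpl23a, Rps6 and Rps4x (limma's camera, adjusted p = 5.06e-07; adjusted p = 0.411 with an estimated correlation). Mitochondrial ribosomal proteins had a median of 0.435, with 48 of 73 higher and 3 lower (48 and 3 when adjusted over the list alone), the lower ones being Mrpl1, Mrps2 and Mrps22 (limma's camera, adjusted p = 3.21e-06; adjusted p = 0.384 with an estimated correlation). The members that fell were named after their values were seen, apart from Rpl23a, Rps6 and Mrps22.

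The first pattern weighed is the higher level of the OXPHOS genes in Nono-KO cells. Scaling of the libraries is argued against, since the median log2 fold change of the list was 0.682 with TMM, 0.735 with size factors and 0.624 with total counts, and so is a trend with expression level, since the middle 95% of random lists matched on mean expression reached a median of 0.286 and the highest of 10000 reached 0.43. An exchange of the groups is argued against by Nono, with at most 109 counts in a Nono-KO library and at least 5519 in a WT library. A trend with transcript length stays open, because another list of short transcripts, the cytosolic ribosomal proteins, was also higher (0.398). Mitochondrial ribosomal proteins were higher as well (0.435), while genes of nuclear transport (-0.942) and chromatin modifiers (-0.451) were lower. No lengths of the build were used here, so a length trend was not tested for these lists either. A difference of the single knockout clone from its parent cells that does not come from Nono was not tested.

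The second pattern is that neighbouring genes changed together. The Spearman correlation of log2 fold changes between neighbours over 11288 genes placed on 21 chromosomes was 0.255, against at most 0.0416 in 1000 shuffled orders; it is across genes, which are not independent. A few gained or lost blocks in the clone are argued against as the whole of it, since all 21 chromosomes exceeded their shuffled orders, with correlations of 0.106 to 0.333. Scaling was not put to a test that could have come out otherwise, since it shifts all genes by about the same amount. Shared GC content, gene length or gene density of neighbours and a regional change of chromatin stay open and were not tested.

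The third pattern is the near absence of Peg10 and Sgce, neighbouring genes expressed from the paternal copy, in Nono-KO cells, which is not particular to this pair, as Pcdhgc3 went from 3727 to 8 counts, Scd from 4326 to 20, Pcdh1 from 1712 to 20 and Timp3 from 318 to 2 over the libraries of each group. Peg10 had 670 counts in the WT libraries together and 1 in the Nono-KO libraries, a ratio of 662 after scaling to the totals (95% interval 118 to 26200), and Sgce had 1243 and 6, a ratio of 205 (95% interval 93.8 to 559). Loss of a segment that reaches the flanking genes stays open, since the nearest tested genes on the 2 sides, Casd1 (-1.11) and Pon2 (-0.64), were lower but far less so. A loss shared by other paternally expressed genes stays open too, with a median log2 fold change of -0.372 over 11 tested genes (bootstrap interval -1.82 to 0.229), of which 5 fell, led by Plagl1 (-2.71), Impact (-2.24) and Peg3 (-1.82), 1 rose (Mcts2, 0.46) and 5 did not pass. An altered imprint in the clone was not tested.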

How the results depend on the processing

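Over the main results, 207 values under alternatives kept their direction and their side of the threshold, 25 newly passed it, 9 no longer passed and 3 moved, and none reversed; the causes were not tested unless stated. DEG counts were 1369 higher and 2075 lower with DESeq2, 1170 and 2407 with total counts, 968 and 2000 with at least 10 counts in every library, which tests fewer genes, and 594 and 1025 with glmTreat, which asks for a log2 fold change beyond 1; leaving out each library gave 1232 to 1453 and 2077 to 2425. Of the 3546 DEGs, 3323 (93.7%) were shared with DESeq2. The median log2 fold change of all genes was -0.049 with TMM, 0.0032 with size factors and -0.106 with total counts. With an estimated correlation the adjusted p was 0.384 for OXPHOS, 0.411 for wide glycolysis and for the sarcomere, 0.461 for chromatin modifiers, 0.447 for TGFβ and 0.634 for focal adhesion. The core glycolysis list lowered the NES to 1.029. The DBHS and paraspeckle list without Nono, chosen after seeing the data, gave 0.0719, since Nono's fall is set by the knockout. The Pi3k-Akt regulators passed with DESeq2 (0.042), size factors (0.0495), no filter (0.00866), the replicate block (0.0335) and fry (0.00263), and leaving out libraries gave 0.0324 to 0.0794, passing without any of them but WT replicate 3 and Nono-KO replicate 3. The wide Pi3k-Akt list passed with DESeq2 (0.0452), no filter (0.0358), at least 10 counts (0.049) and fry (0.00428), and leaving out libraries gave 0.0409 (without WT replicate 1) to 0.0971. MAPK passed with DESeq2 (0.0231), no filter (0.0181), at least 10 counts (0.0396), the replicate block (0.0393) and fry (0.0132), and leaving out libraries gave 0.0152 to 0.108, passing without the same libraries as for the Pi3k-Akt regulators. Core glycolysis passed with DESeq2 (0.0427) and fry (0.00756). For all of these lists, the set test with DESeq2 may not have been run on the same values as elsewhere. For focal adhesion, leaving out libraries gave 0.0132 to 0.066, the last without WT replicate 3. The lowest correlation within Nono-KO was 0.9954 after variance stabilization. Libraries of the same number did not deviate together (correlations 0.0454, -0.165 and -0.192), so they share only a number; with the replicate block 1312 DEGs were higher and 2267 lower. For 242 named genes, 3082 of 3114 values kept their call, 14 no longer passed, 18 newly passed and 0 reversed. A correction for gene length and GC content was not run. Low counts limit genes such as Peg10 to wide intervals.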

Differences from the paper's values

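The paper's Supplementary Fig. 2 shows an NES of about 1.8 towards WT for OXPHOS and about 1.8 for glycolysis, both read by eye, while the scores here, counted towards WT, were -2.475 and -2.051. Of 78 tested OXPHOS genes 66 rose and 2 fell, and of 42 genes of glycolysis and gluconeogenesis 28 rose and 9 fell. None of the alternatives set before the data were examined has the paper's sign. Ranked from Nono-KO to WT over all 16319 genes by the DESeq2 log2 fold change, the scores were 1.995 for OXPHOS and 1.784 for glycolysis, positive towards Nono-KO. The gene set file of the figure was not used here. The paper's numbers of DEGs, 1374 and 2131, are within 1.5 times those found here at the same thresholds in every alternative except glmTreat.

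The fold changes of the paper's first supplementary dataset, of which 1999 of 3505 rows were held, are coded as WT over Nono-KO, with 1284 positive and 715 negative values. On that scale all 1999 rows had the same sign in edgeR, with a median absolute difference of 0.0291. DESeq2 over all genes, chosen after seeing the data, gave all 1999 values within 0.01, and 1377 DEGs higher and 2133 lower.

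In its discussion the paper places the genes of covalent chromatin and histone modification on the up-regulated side. All 69 and 68 tested genes held from these sets were lower here (chosen by the study on these libraries), which is the side its results section gives them. For Cdk6, which the paper found up-regulated by qPCR, the log2 fold change in the RNA-seq counts was -2.60 (standard error 0.19), while Cdkn1a (1.71), Ccnd3 (1.11) and Ccne1 (1.13) were higher and Ccnb1 (-1.16) and Ccna2 (-1.47) lower, as in the paper's qPCR. The integrins that the paper measured, such as Itga1 (-2.95) and Itgb1 (-1.69), were lower in both as well.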

Other observations

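The counts of splits of the libraries were planned, and no test in this part was chosen only after its result was seen.

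Muscle regulators went both ways in Nono-KO cells. Of 21 myogenic regulators 8 rose and 9 fell (9 and 9 when adjusted over the list alone). Myogenin (Myog), a transcription factor of muscle differentiation, rose by 4.03 on the log2 scale (standard error 0.16) to 106 ± 10.1 CPM (SD, n = 3), and the fusion protein Mymk went from 4.99 ± 0.99 to 16.1 ± 1.04 CPM (SD, n = 3 in each group), while Mef2a (-2.36) and Six4 (-2.10) fell. Of 13 genes of the cardiac program 3 rose and 7 fell (3 and 7 when adjusted over the list alone), with the coactivator Myocd (-1.62), the gap junction gene Gja1 (-1.23) and Mef2c (-1.62) lower and the potassium channel Kcnh2 (1.48), Nkx2-5 (0.96) and Tbx2 (0.50) higher. Neither list passed camera (limma, adjusted p = 0.755 and 0.497). Of 17 integrins 9 fell and 5 rose (9 and 6 when adjusted over the list alone; limma's camera, adjusted p = 0.393). Itga1 (-2.95), Itga6 (-1.66), Itgb1 (-1.69), Itga4 (-1.45), Itgav (-1.13) and Itga8 (-1.08), which the paper measured by qPCR, were lower, the groups of Itga8 overlapping. Those that rose were Itgb4 (3.52), Itgax (1.61), Itga2b (1.40), Itga11 (1.14) and Itga7 (0.49), the groups of Itga7 overlapping as well. Nkx2-5, Tbx2, Itgax, Itga2b and Itga11 were named after their values were seen. Among the Pi3k-Akt genes for which the paper reports protein, RNA of Gsk3b (-1.15) and Foxo1 (-2.27) was lower.

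For the transcription factors that the paper names from its motif analysis, RNA of Fosl1 (-2.72), Tead4 (-0.85), Mef2c and Smad3 (-1.14) was lower. Of 29 YAP and TEAD genes 17 fell and 7 rose (17 and 7 when adjusted over the list alone), and of 11 AP-1 genes 5 fell and 3 rose (5 and 3 when adjusted over the list alone), with Fosl1, Fosb (-2.55), Fos (-2.00), Junb (-1.88) and Maff (-0.43) lower and Jund (1.42), Atf3 (0.54) and Fosl2 (0.47) higher. Of 29 genes of the G1/S transition 17 fell and 7 rose (17 and 7 when adjusted over the list alone), such as E2f3 (-1.57), and of 56 genes of DNA replication 19 fell and 15 rose (19 and 15 when adjusted over the list alone), such as Mcm4 (-1.25). Of 48 collagen and matrix genes 23 fell and 12 rose (23 and 12 when adjusted over the list alone), of 27 genes of oxidant defence 16 rose and 7 fell (16 and 7 when adjusted over the list alone), with catalase (Cat, -1.81) lower and Sod3 (3.19) higher, and of 30 genes of the unfolded protein and stress response 13 rose and 14 fell (13 and 14 when adjusted over the list alone). Of 15 housekeeping genes 4 rose and 6 fell (4 and 6 when adjusted over the list alone), the lower ones including Tfrc (-2.57), Hprt1 (-1.23), Tbp (-1.05) and Ywhaz (-0.88) and the higher ones Gapdh (0.32), Rplp0 (0.63) and Sdha (0.30), and Actb, with a log2 fold change of 0.11, did not pass. Fos, Maff, Atf3 and Sdha were named after their values were seen. None of these lists passed limma's camera, with adjusted p from 0.0601 to 0.755.

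Markers of other cell types showed no common direction. Of 3 endothelial markers, Flt1 (-2.55) and Vwf (-2.07) fell and Egfl7 (0.99) rose. Of 4 neural markers, Tubb3 (1.47) and Gfap (1.50) rose and Map2 (-1.17) and Mbp (-5.56) fell. Of 4 immune markers, Cd3e (3.09) rose and Csf1r (-1.87) fell. Krt7 (0.57), an epithelial keratin, rose and Lpl (-0.64), of the adipocyte list, fell, the last not passing without Nono-KO replicate 1 (-0.56). The endothelial, neural and immune lists did not pass limma's camera, with adjusted p of 0.553, 0.899 and 0.977, and the epithelial and adipocyte lists had too few tested genes for it. Vwf, Map2, Mbp and Csf1r were named after their values were seen. Median, mean and camera direction differ in sign for the fibroblast, immune and neural lists.

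The 6 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split gave 3546 DEGs with edgeR and the highest other split 0, so that 1 split had as many. It gave 8686 genes at an adjusted p under 0.05 and the highest other 0, again 1 split. At an unadjusted p under 0.05 the real split gave 8918 genes and the highest other 101. For lists passing camera the real split gave 19 and the highest other 21, with 3 splits at least as high. For OXPHOS the absolute NES was 2.475 and the highest other 2.716, with 6 splits at least as high. For glycolysis it was 2.051 and the highest other 2.105, with 2 splits at least as high. Each other split puts unequal numbers of WT and Nono-KO libraries in its groups and so keeps part of the genotype difference. The counts of splits for the lists and for the NES therefore cannot decide whether these values belong to the genotype. In the other splits the genotype difference also adds to the spread within groups, which by itself lowers the numbers of DEGs and of genes passing. The 0 found there therefore cannot decide this for the DEGs and genes either.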
